# Metabolic Interactions between *Brachypodium* and Pseudomonas fluorescens under Controlled Iron-Limited Conditions

**DOI:** 10.1128/mSystems.00580-20

**Published:** 2021-01-05

**Authors:** Rene M. Boiteau, Lye Meng Markillie, David W. Hoyt, Dehong Hu, Rosalie K. Chu, Hugh D. Mitchell, Ljiljana Pasa-Tolic, Janet K. Jansson, Christer Jansson

**Keywords:** iron, grass, siderophore

## Abstract

Iron (Fe) availability has well-known effects on plant and microbial metabolism, but its effects on interspecies interactions are poorly understood. The purpose of this study was to investigate metabolite exchange between the grass *Brachypodium distachyon* strain Bd21 and the soil bacterium Pseudomonas fluorescens SBW25::gfp/lux (SBW25) during Fe limitation under axenic conditions. We compared the transcriptional profiles and root exudate metabolites of *B. distachyon* plants grown semihydroponically with and without SBW25 inoculation and Fe amendment. Liquid chromatography-mass spectrometry analysis of the hydroponic solution revealed an increase in the abundance of the phytosiderophores mugineic acid and deoxymugineic acid under Fe-limited conditions compared to Fe-replete conditions, indicating greater secretion by roots presumably to facilitate Fe uptake. In SBW25-inoculated roots, expression of genes encoding phytosiderophore biosynthesis and uptake proteins increased compared to that in sterile roots, but external phytosiderophore abundances decreased. P. fluorescens siderophores were not detected in treatments without Fe. Rather, expression of SBW25 genes encoding a porin, a transporter, and a monooxygenase was significantly upregulated in response to Fe deprivation. Collectively, these results suggest that SBW25 consumed root-exuded phytosiderophores in response to Fe deficiency, and we propose target genes that may be involved. SBW25 also altered the expression of root genes encoding defense-related enzymes and regulators, including thionin and cyanogenic glycoside production, chitinase, and peroxidase activity, and transcription factors. Our findings provide insights into the molecular bases for the stress response and metabolite exchange of interacting plants and bacteria under Fe-deficient conditions.

**IMPORTANCE** Rhizosphere bacteria influence the growth of their host plant by consuming and producing metabolites, nutrients, and antibiotic compounds within the root system that affect plant metabolism. Under Fe-limited growth conditions, different plant and microbial species have distinct Fe acquisition strategies, often involving the secretion of strong Fe-binding chelators that scavenge Fe and facilitate uptake. Here, we studied interactions between P. fluorescens SBW25, a plant-colonizing bacterium that produces siderophores with antifungal properties, and *B. distachyon*, a genetic model for cereal grain and biofuel grasses. Under controlled growth conditions, bacterial siderophore production was inhibited in the root system of Fe-deficient plants, bacterial inoculation altered transcription of genes involved in defense and stress response in the roots of *B. distachyon*, and SBW25 degraded phytosiderophores secreted by the host plant. These findings provide mechanistic insight into interactions that may play a role in rhizosphere dynamics and plant health in soils with low Fe solubility.

## Abstract (precis)

Rhizosphere bacteria influence the growth of their host plant by consuming and producing metabolites, nutrients, and antibiotic compounds within the root system that affect plant metabolism. Under Fe-limited growth conditions, different plant and microbial species have distinct Fe acquisition strategies, often involving the secretion of strong Fe-binding chelators that scavenge Fe and facilitate uptake.

## INTRODUCTION

Root-associated microbes impact the health of their host through the consumption and production of molecules that act as chemical cues and reservoirs of nutrients and energy. These metabolic interactions are affected by environmental stressors. Iron (Fe) deficiency is particularly problematic for crop production in calcareous and alkaline soils, where the solubility of inorganic Fe species is below the 10^−6^ to 10^−5^ M required for optimal plant growth rates (1–4). Iron is required for photosynthesis and energy transfer in plants but also for the metabolism of rhizosphere microbes (5, 6). In addition to directly limiting plant growth, Fe deficiency can alter the composition of exudates that transfer energy, facilitate Fe or nutrient uptake, or act as signaling molecules between the host plant and root-associated bacteria. While changes in plant Fe nutrition status have large effects on the rhizosphere microbiome, the underlying molecular mechanisms are poorly understood (53).

Many soil microbes and plants respond to Fe deficiency by secreting siderophores (referred to as phytosiderophores in plants), chelating agents that solubilize Fe in a form that can be taken up by specific membrane transporters (7, 8). Soil bacteria often possess multiple siderophore biosynthesis and uptake pathways that are utilized under different growth conditions. Among the common taxa found in soils, *Pseudomonas* spp. are particularly adept at producing a wide range of siderophores, including pyoverdine, pyochelin, and ferrocin (8). Secretion of these compounds alters metal homeostasis within the rhizosphere and can improve plant growth by suppressing pathogenic species (9). Many pseudomonads also possess transporters for exogenous siderophores that they do not produce (10, 11). When utilizing exogenous siderophores, these pseudomonads no longer produce their own siderophores (12), thus shifting the energetic and nutrient cost of production to other organisms (13).

While microbial utilization of exogenous bacterial siderophores is well studied, less is known about siderophore interactions between plants and rhizosphere bacteria (14, 15). In some cases, siderophores produced by rhizosphere bacteria may contribute to plant Fe nutrition. Amendment of bacterial siderophores, such as pyoverdine and ferrioxamine, have been found to promote Fe uptake by some plants (16–18). It remains unclear whether this effect is from direct assimilation of microbial siderophores by plants, ligand exchange, or reduction-based Fe uptake. Grasses also respond to Fe deficiency by secreting phytosiderophores from root tips that facilitate Fe solubilization and uptake (4, 14, 19). Phytosiderophores are rapidly degraded in soils by some microorganisms (20–22). Previous studies have found that some Gram-negative bacteria can assimilate carbon from phytosiderophores based on lipid biomarker analysis after incubation of ^13^C-labeled phytosiderophores in grassland soils (23). The specific taxa capable of phytosiderophore metabolism and the genes involved are currently unknown.

The goal of this study was to assess the biochemical pathways by which plants and plant-associated microorganisms interact and acquire Fe under Fe-replete and -deficient growth conditions. Experiments were performed in plant-microbe cocultures of Brachypodium distachyon, a genomics model for cereal grain species and bioenergy grasses (24), and Pseudomonas fluorescens SBW25::gfp/lux (SBW25), a plant-colonizing bacterium. We conducted controlled growth experiments with sterile and SBW25-inoculated plants in a semihydroponic growth system. Our experimental design enabled us to analyze the transcriptional response of the plants and bacteria under different growth conditions as well as to determine changes in the metabolite composition of the growth medium. We found that genes involved in phytosiderophore synthesis and uptake were upregulated in *B. distachyon* roots inoculated with SBW25 versus sterile controls, likely due to the consumption of phytosiderophores by SBW25. Several transport-related genes were upregulated by the root-associated SBW25 bacteria in response to Fe deprivation, which identifies candidate genes potentially involved in the uptake of phytosiderophore. These findings illuminate the metabolic mechanisms by which root-associated bacteria may affect graminaceous host health under Fe-deficient conditions.

## RESULTS

### Effects of Fe and bacteria on plant growth.

Growth experiments were carried out in sterile, semihydroponic containers with a defined nutrient composition. Silica beads were added to represent a soil matrix (25, 26). By comparison to “natural” soil, this artificial soil matrix allowed us to (i) minimize variation between replicates, (ii) reproducibly separate the rhizosphere matrix from the roots for biomass weight and transcriptional analysis, and (iii) easily recover the nutrient solutions containing root exudates for metabolomic analysis.

We found that growth in Hoagland medium without Fe (−Fe) compared to growth in medium with Fe (+Fe) resulted in a significant decrease in *B. distachyon* biomass based on a Wilcoxon rank sum test (*P* value = 0.018) (Fig. 1). Furthermore, chlorosis was observed in the −Fe treatment, as evidenced by yellowing of the leaves (Fig. 2). Bacterial inoculation had no significant effect on *B. distachyon* biomass (*P* value = 0.11) (Fig. 1).

**FIG 1:**
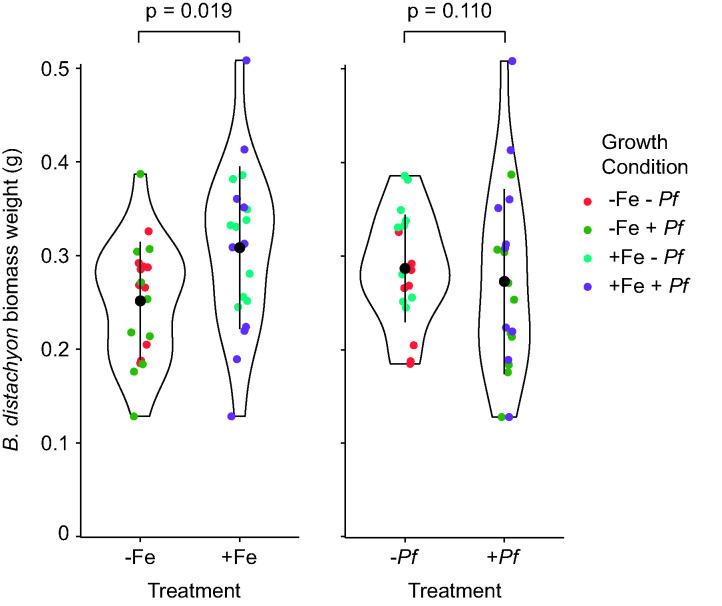
Violin plots of *B. distachyon* biomass (wet weight) after 28 days of growth comparing the four experimental growth conditions, sterile plants with Fe (+Fe − *Pf*), and without Fe (−Fe − *Pf*), and P. fluorescens SBW25-inoculated plants with Fe (+Fe + *Pf*) and without Fe (−Fe + *Pf*). Vertical lines indicate ±1 standard deviation, and black points indicate means. Statistical significance (*P* value; Wilcoxon rank sum test) of differences between groups is shown above the plots. Measurements of individual plants are shown as colored points.

**FIG 2:**
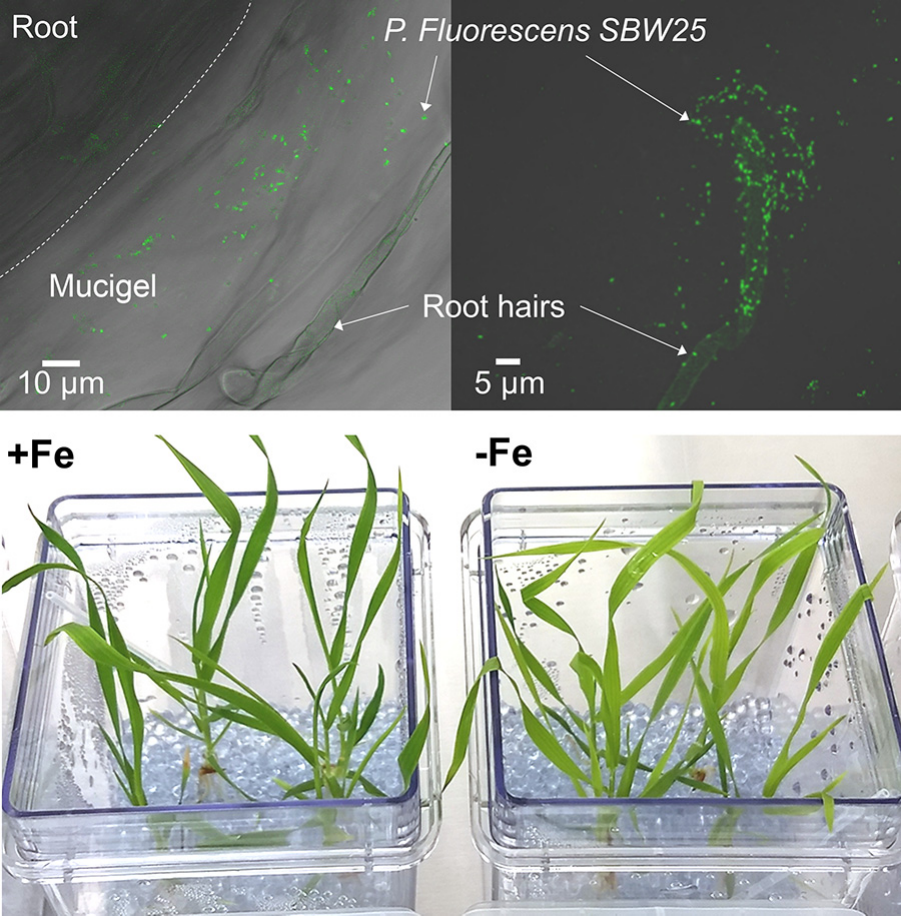
(Top) Confocal microscopy images showing roots with a patch of GFP-tagged P. fluorescens SBW25 within mucigel surrounding the roots and root hairs. The dashed line indicates the border of the root and mucigel. (Bottom) *B. distachyon* plants after 28 days of growth with and without added Fe.

Previous field-based studies have demonstrated that SBW25 effectively colonizes both the root and root-associated soils of grasses (27). Confocal microscopy was used to observe the colonization patterns of green fluorescent protein (GFP)-tagged SBW25 on the roots of *B. distachyon* grown semihydroponically. While some bacteria were found directly on the root tip, most bacteria colonized zones distal from the tip, particularly in regions where mucigel adhered the silica substrate to the root (Fig. 2). Other bacteria were motile within the nutrient solution. Similar colonization patterns along roots of wheat and barley by P. fluorescens have been observed in natural soils (28, 29). Our controlled experimental design thus has features that are relevant to understanding the rhizosphere behavior of *Pseudomonas* spp. in natural soil environments.

### Exuded metabolites are altered by Fe deprivation and SBW25 inoculation.

The metabolomic differences between Fe-replete (+Fe) and Fe-limited (−Fe) conditions revealed specific metabolites that were produced and/or imported by the plants and bacteria. Overall, 1,059 mass spectrometry features were detected by liquid chromatography-mass spectrometry (LC-MS). Fe deprivation resulted in the differential detection (*P* < 0.01) of 27 of these features in sterile plants and 20 features in plants with SBW25 (Fig. 3a), compared to +Fe conditions. These features were searched against the BioCyc (https://biocyc.org) and PlantCyc (https://plantcyc.org/) metabolic pathway databases to generate putative annotations based on matches to known molecules within predicted metabolic pathways of *B. distachyon* and P. fluorescens SBW25. The greatest change was observed for features corresponding to protonated forms of mugineic acid (321.127 *m/z*) and deoxymugineic acid (305.132 *m/z*) (Fig. 3c). These features were 6- to 8-fold more abundant in −Fe treatments than +Fe treatments in samples without SBW25 and 2- to 3-fold more abundant in samples with SBW25.

**FIG 3:**
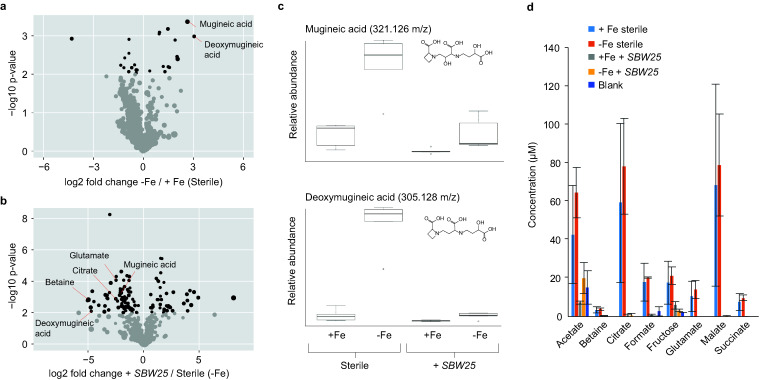
Volcano plot of LC-MS-detected metabolites showing statistical significance (*n* = 5) versus magnitude of change in abundance between (a) −Fe and +Fe treatments under sterile conditions and (b) P. fluorescens SBW25 and sterile treatments under −Fe conditions. Features with *P* values of <0.01 are shown in black. (c) Box plot of relative abundances of mugineic acid and deoxymugineic acid measured by LC-MS across the four experimental conditions. (d) Abundance of major metabolites quantified by NMR. Error bars represent 1 standard deviation (*n* = 5).

Inoculation with SBW25 resulted in the differential detection of 114 and 109 features by LC-MS (*P* value < 0.01) in Fe-replete and -deficient conditions, respectively (Fig. 3b). Of these, 31 features were less abundant when SBW25 was present in both +Fe and −Fe conditions. These included mugineic acid and deoxymugineic acid (Fig. 3c) as well as other metabolites previously observed in *B. distachyon* root exudates, including betaine (118.085 *m/z*), citrate (215.014 *m/z*), malate (135.029 *m/z*), and glutamate (148.0579 *m/z*) (25). Twenty-five metabolites were >3-fold more abundant in the presence of SBW25. These correspond to compounds that were produced by the bacteria or released by *B. distachyon* in response to SBW25. The feature with the largest fold increase (479.183 *m/z*) matched the protonated mass of *N*-acetyl-β-d-glucosamine-1,6-anhydro-*N*-acetyl-β-d-muramate (C_19_H_29_N_2_O_12_), a predicted SBW25 metabolite involved in peptidoglycan construction and recycling (30).

Nuclear magnetic resonance (NMR) metabolomic analysis provided absolute quantitation of abundant species (31). The major metabolites identified (Fig. 3) corresponded to osmolytes (betaine), anions of organic acids (malate, glutamate, formate, acetate, and citrate), and sugars (fructose), showing good agreement with the LC-MS results, plus some additional compounds. Iron deprivation did not have a significant effect on the total concentration of these major metabolites (*P* > 0.1, Wilcoxon rank sum test). Their concentration decreased by over 90%, however, in treatments with SBW25 inoculation (*P* < 0.01, Wilcoxon rank sum test).

### Upregulated phytosiderophore gene transcription in response to SBW25.

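RNA was sequenced from the roots of Brachypodium distachyon line Bd21, a small model grass, after semihydroponic growth on silica beads in closed containers. The plants were inoculated on day 14 with Pseudomonas fluorescens SBW25, a plant-associated bacterium, or kept sterile, Fe was left out of the nutrient solution from day 16 or supplied throughout, and roots were harvested on day 28. From each container 2 plants were pooled into 1 replicate, with 5 replicates in each of the 4 groups, or 20 root libraries. The authors made TruSeq libraries, aligned the reads to the Bd21 reference genome with Bowtie2, tallied them over genes with htseq-count, and deposited the raw counts of 34310 genes per library, without normalization. The paper's text names neither the versions of these tools nor the strand setting of the counting. Reads of overlapping genes on opposite strands could therefore have been counted for the wrong gene. Reads of near-identical gene copies could have been left out for low alignment quality or counted for the wrong copy. Between 1351197 and 3914451 reads per library were counted on genes, with a median of 1648345 in sterile +Fe roots, 2622609 in sterile −Fe roots, 2764101 in SBW25-inoculated +Fe roots and 3167118 in SBW25-inoculated −Fe roots. These counts were 18.9% to 53.1% of the reads that the counter tallied, and 42.5% to 76.5% fell under its minimum alignment quality. In every group the libraries differed by far more than counting noise (chi-square per degree of freedom of at least 2.83 in each of the 40 pairs of replicates), so none was a second sequencing of another library of its group, while a second preparation from the same RNA is not excluded. The counts were normalized with edgeR's TMM factors and given as CPM, the counts of a gene scaled to the library size, genes with too few counts were left out by edgeR's filterByExpr, and the remaining 18673 genes were tested with edgeR's quasi-likelihood test in 1 model of all 20 libraries, with Benjamini-Hochberg adjusted p-values. The standard error of a log2 fold change was taken as the fold change divided by the square root of the test's F statistic.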

To determine how phytosiderophore production differed between growth conditions, we investigated the transcriptional response of *B. distachyon* roots. Phytosiderophore biosynthesis is carried out by five enzymatic steps (32). The first involves a methionine adenosyltransferase that activates methionine with ATP. The second enzyme, nicotianamine synthase, combines three molecules of *S*-adenosyl-l-methionine to create nicotianamine. The third step involves a nicotianamine aminotransferase that catalyzes the transamination reaction between nicotianamine and 2-oxoglutarate, which is the first step in mugineic acid biosynthesis unique to graminaceous plants (33). Fourth, a 3″-deamino-3″-oxonicotianamine reductase reduces the 3″-oxo group to an alpha-hydroxy group to make deoxymugineic acid. Finally, this product can be hydroxylated to produce mugineic acid by a 2′-deoxymugineic-acid 2′-dioxygenase. Mugineic acid and deoxymugineic acid are secreted by roots and then reassimilated via transporters that are family members of the Yellow Stripe 1 (YS1) group of proteins. *B. distachyon* possesses 19 different homologues of YS1 (34). Some of these are involved in the uptake of metal-phytosiderophore complexes, while others have roles for internal metal translocation in plants. Figure 4 shows the regulation of the most abundantly expressed copy of each gene in the roots (based on transcript counts) and highlights the genes that are most likely of primary importance in phytosiderophore production in roots. The most highly expressed YS1-like transporter observed in our study (Bradi5g17210) matches the transporter implicated previously as the major controller of Fe-phytosiderophore uptake from soils (34). 

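Bradi5g17210 had 64.8 ± 31.8 CPM (SD, n = 5 for each group) in sterile +Fe roots, 134 ± 12.9 CPM in SBW25-inoculated +Fe roots, 105 ± 38.1 CPM in sterile −Fe roots and 154 ± 33.2 CPM in SBW25-inoculated −Fe roots. Its mean over the 20 libraries ranked 1803 among the 18673 genes tested. Inoculation raised it by a log2 fold change of 1.03 (standard error 0.26, edgeR adjusted p = 0.0492) under +Fe conditions and of 0.55 (standard error 0.25, edgeR adjusted p = 0.197) under −Fe conditions, where the difference did not pass the adjusted threshold of 0.05. In sterile +Fe roots, replicate 1 stood apart at 119.6 CPM while the other 4 replicates lay between 42.2 and 62.7 CPM. With each replicate left out in turn, the +Fe fold change stayed between 0.91 and 1.40 and its adjusted p between 0.00145 and 0.141. Exact two-sided permutation tests of the normalized counts gave p = 0.0159 under +Fe and p = 0.0794 under −Fe conditions (n = 5 against 5; the smallest p possible is 0.00794). The other YS1-like genes were not compared here.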

Comparison of gene transcripts showed greater expression in SBW25-inoculated than sterile plants of five of the phytosiderophore biosynthesis and uptake genes found to be most transcriptionally abundant in the roots under both −Fe and +Fe conditions (Fig. 4), indicating that phytosiderophore production likely increased in the presence of SBW25.

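Under +Fe conditions the nicotianamine synthase gene Bradi3g10520 rose from 98.8 ± 137 CPM (SD, n = 5 for each group) in sterile roots to 714 ± 351 CPM in SBW25-inoculated roots, a log2 fold change of 2.82 (standard error 0.71, edgeR adjusted p = 0.0492). Bradi4g43610 rose from 602 ± 683 to 2267 ± 479 CPM, a log2 fold change of 1.91 (standard error 0.49, edgeR adjusted p = 0.0504), and the nicotianamine aminotransferase gene Bradi3g11430 from 9.70 ± 10.3 to 42.7 ± 38.3 CPM, a log2 fold change of 2.03 (standard error 0.72, edgeR adjusted p = 0.114). Bradi5g00650 changed by 0.52 (standard error 0.22, edgeR adjusted p = 0.161), and the methionine adenosyltransferase gene Bradi2g12160, at 1611 ± 226 and 1713 ± 161 CPM, by 0.09 (standard error 0.17, edgeR adjusted p = 0.781). Thus Bradi3g10520 and the transporter gene Bradi5g17210 passed the adjusted threshold, and Bradi4g43610 lay just above it. Under −Fe conditions none of the 6 genes passed it. The log2 fold changes there were 0.72 (standard error 0.66) for Bradi3g10520, 0.46 (0.58) for Bradi3g11430, 0.80 (0.47) for Bradi4g43610, 0.53 (0.22) for Bradi5g00650 and -0.10 (0.17) for Bradi2g12160, with edgeR adjusted p-values between 0.158 and 0.739. Exact two-sided permutation tests, adjusted over the 6 genes, gave values from 0.0317 under +Fe and from 0.0952 under −Fe conditions (n = 5 against 5). As a set, the 6 genes had a mean log2 fold change of 1.40 under +Fe conditions, with 6 of 6 genes higher (two-sided rotation test of limma's fry on all 20 libraries, p = 0.000341; exact permutation test of the mean log2 CPM, p = 0.0159, n = 5 against 5). Under −Fe conditions it was 0.49, with 5 of 6 genes higher (rotation test, p = 0.109; exact permutation test, p = 0.0952, n = 5 against 5). The difference between these responses was -0.91 (rotation test, p = 0.0696, n = 20 libraries). The mean under +Fe conditions moved most when a single replicate was left out, to 2.05. That replicate was replicate 1 of the sterile +Fe roots, whose normalized counts of Bradi3g10520 (341 CPM) and Bradi4g43610 (1799 CPM) were far above those of the other 4. Counts of Bradi3g11430 were low in sterile +Fe roots, from 3 to 77 per library. An alternative model had 1 surrogate variable, a covariate estimated from the counts. SBW25 explained 0.531 of its variance, so it may take up part of this contrast. With this variable the log2 fold changes took the other sign under −Fe conditions for Bradi2g12160 (0.12), Bradi3g10520 (-0.02) and Bradi3g11430 (-0.22). Under +Fe conditions that of Bradi5g00650 did (-0.03). Under +Fe conditions the adjusted p of Bradi3g10520 lay between 0.00179 and 0.424 and that of Bradi4g43610 between 0.000603 and 0.445 over the alternative settings of edgeR, limma and DESeq2, so both calls depended on the setting. From the higher expression in SBW25-inoculated than sterile plants under both Fe conditions, the paper proposes that phytosiderophore production increased in the presence of SBW25.

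**Figure D1:**
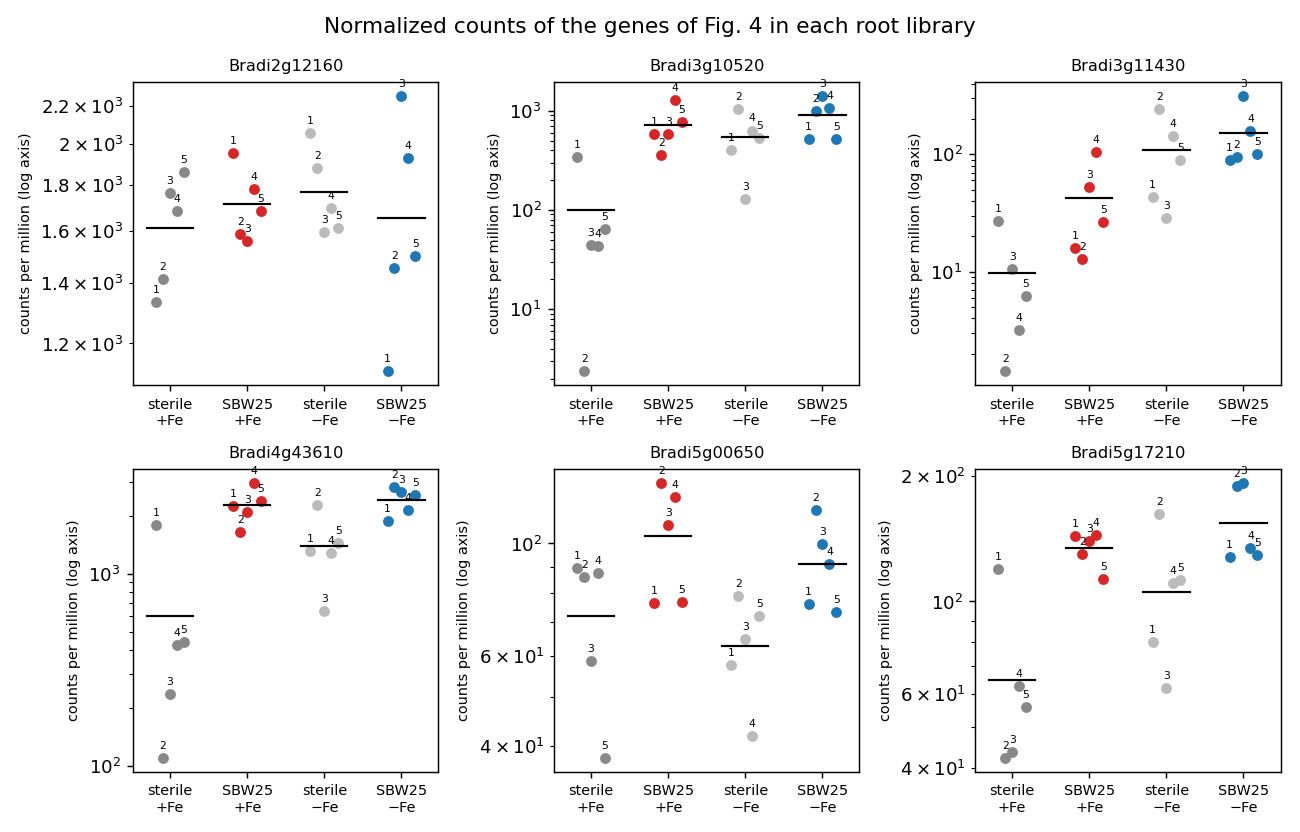
Normalized counts (CPM, log axis) of the 6 genes in each root library, by group; points are libraries with their replicate number and bars are group means (n = 5). Replicate 1 of the sterile +Fe roots lies at 341 CPM for Bradi3g10520, against 2.37 to 64.0 CPM in the other sterile +Fe libraries and 356 to 1284 CPM in the inoculated +Fe libraries.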

**FIG 4:**
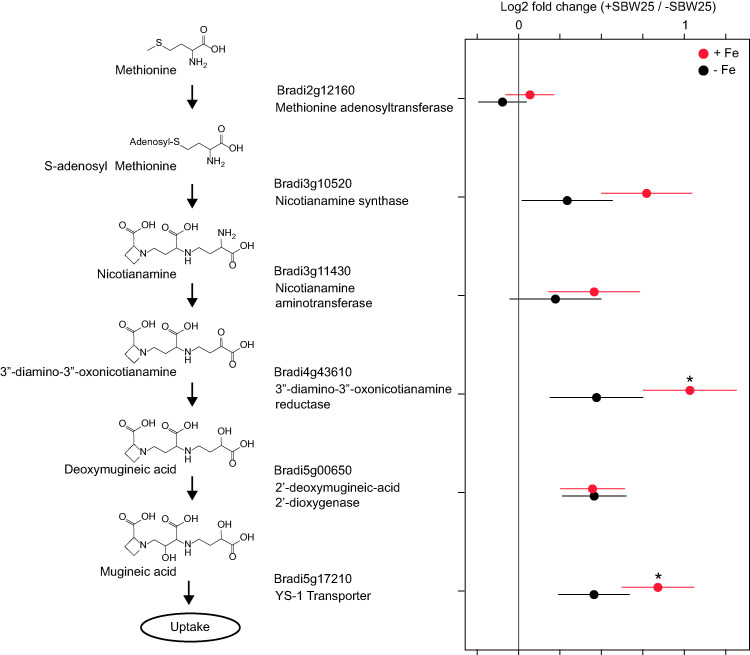
Comparison of transcript abundance in +SBW25- versus −SBW25-treated roots of *B. distachyon* grown with and without Fe amendment, showing the response of the most highly expressed copy of genes for the biosynthesis of phytosiderophores (left). Error bars represent a 1-log 2-fold change standard error (*n* = 5). Comparisons with adjusted *P* values of <0.05 are marked with asterisks.

### Altered plant metabolism, defense, transport, and regulation by SBW25 inoculation.

The transcriptional abundances of 852 and 526 genes were significantly different (adjusted *P* value < 0.05) in plants inoculated with SBW25 compared to sterile plants in the +Fe and −Fe treatments, respectively. 

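With an adjusted p under 0.05 in edgeR's quasi-likelihood test, 257 of 18673 genes differed between SBW25-inoculated and sterile roots under +Fe conditions, 167 higher and 90 lower in inoculated roots. Under −Fe conditions 44 genes did, 29 higher and 15 lower. At an unadjusted p under 0.05 there were 4288 genes under +Fe and 4313 under −Fe conditions, where chance gives 934. 15 genes passed under both conditions. The number of genes depended strongly on the test. Under +Fe conditions it lay between 7 with 1 surrogate variable in the model and 2705 in limma-voom with sample quality weights, and under −Fe conditions between 2 and 2590 with the same settings. DESeq2's Wald test gave 795 and 477 genes. With each replicate left out in turn, from 26 to 3308 genes passed under +Fe and from 4 to 850 under −Fe conditions. In 157 of the 257 genes under +Fe and 41 of the 44 under −Fe conditions, the normalized counts of the 5 inoculated and 5 sterile replicates did not overlap, which held for 2.96% and 4.86% of all genes tested where chance gives 0.794%. Among the genes that passed the threshold and whose groups did not overlap, Bradi4g33727 had the smallest p under both conditions, at 10.7 ± 3.42 CPM (SD, n = 5) in sterile and 28.7 ± 2.29 CPM in inoculated +Fe roots. Its log2 fold change was 1.43 (standard error 0.20, edgeR adjusted p = 0.00474) under +Fe and 1.54 (standard error 0.19, edgeR adjusted p = 0.000773) under −Fe conditions. Next among the genes that rose were Bradi1g56960 under +Fe conditions, with a log2 fold change of 2.70 (standard error 0.38, edgeR adjusted p = 0.00474), and Bradi1g72390 under −Fe conditions, with 2.04 (standard error 0.26, edgeR adjusted p = 0.000773). Of the genes that fell, Bradi3g07980 and Bradi2g14020 had the smallest p under +Fe conditions, with log2 fold changes of -1.40 (standard error 0.21, edgeR adjusted p = 0.00529) and -2.01 (standard error 0.33, edgeR adjusted p = 0.00775). Under −Fe conditions they were Bradi4g34300 and Bradi5g22290, with -1.25 (standard error 0.23, edgeR adjusted p = 0.0367) and -0.62 (standard error 0.12, edgeR adjusted p = 0.0367). The deposited counts do not pair these identifiers with gene names, and the part of Data Set S1 used here does not list them.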

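Of the genes with an edgeR adjusted p under 0.05, 127 under +Fe and 31 under −Fe conditions changed by more than a factor of 2. Under +Fe conditions 84 of these were higher and 43 lower in SBW25-inoculated roots, and under −Fe conditions 19 were higher and 12 lower.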

Genes that were differentially expressed by more than a factor of 2 were characterized based on gene ontology (GO) terms obtained from PhytoMine (https://phytozome.jgi.doe.gov/phytomine/) and predicted involvement in biosynthetic pathways obtained from the PlantCyc plant metabolic pathway database (Table 1; also, see Table S1 in the supplemental material).

**TABLE 1:** Transcriptional response of *B. distachyon* roots to SBW25 under +Fe and −Fe growth conditions^*a*^

Gene ID	+Fe		−Fe		Annotation^*b*^
	Log_2_ fold change	*P*_adj_	Log_2_ fold change	*P*_adj_	
Biosynthesis and metabolism					
Bradi2g11870	−1.12 ± 0.28	7.4E−03	−0.89 ± 0.28	4.9E−02	Glycosyl hydrolase
Bradi1g00950	−1.06 ± 0.26	5.0E−03	−0.58 ± 0.25	1.4E−01	2-Oxoglutarate oxygenase
Bradi2g49067	1.01 ± 0.28	1.5E−02	0.72 ± 0.28	9.5E−02	UDP-glucosyl transferase
Bradi1g22340	1.01 ± 0.28	1.5E−02	0.13 ± 0.27	8.1E−01	Cytochrome P450
Bradi4g31960	1.03 ± 0.21	6.1E−04	0.53 ± 0.21	1.1E−01	Pyridoxal phosphate-dependent transferase
Bradi4g43610	1.04 ± 0.28	1.4E−02	0.47 ± 0.28	2.9E−01	2′-Deoxymugineic acid 2′-dioxygenase
Bradi3g13700	1.05 ± 0.24	2.1E−03	0.56 ± 0.23	1.2E−01	d-Arabinono-1,4-lactone oxidase
Bradi3g18160	1.05 ± 0.28	1.4E−02	0.77 ± 0.28	8.1E−02	d-Arabinono-1,4-lactone oxidase
Bradi4g08830	1.05 ± 0.27	8.9E−03	0.87 ± 0.27	4.4E−02	Aldolase-type TIM barrel
Bradi3g06330	1.05 ± 0.26	6.5E−03	1.14 ± 0.26	4.1E−03	Cytochrome P450
Bradi1g59570	1.05 ± 0.28	1.2E−02	−0.57 ± 0.28	1.8E−01	Gibberellin 2-oxidase
Bradi4g43380	1.06 ± 0.22	4.1E−04	0.55 ± 0.21	1.0E−01	Cytochrome P450
Bradi1g06730	1.12 ± 0.27	5.1E−03	0.81 ± 0.27	6.1E−02	Cytochrome P450
Bradi2g44150	1.14 ± 0.24	7.0E−04	0.68 ± 0.24	7.2E−02	Cytochrome P450
Bradi2g44160	1.28 ± 0.27	6.8E−04	0.89 ± 0.27	4.0E−02	Cytochrome P450
Bradi1g64120	1.32 ± 0.24	2.9E−05	−0.10 ± 0.23	8.2E−01	Galactinol synthase

Stress and defense					
Bradi1g57280	−1.26 ± 0.28	2.1E−03	−1.24 ± 0.28	4.4E−03	Plant thionin
Bradi1g57285	−1.17 ± 0.25	7.1E−04	−1.17 ± 0.24	1.5E−03	Plant thionin
Bradi4g14920	0.85 ± 0.27	3.9E−02	1.01 ± 0.27	1.8E−02	Chitinase
Bradi5g27170	−1.36 ± 0.27	2.6E−04	−0.82 ± 0.26	5.1E−02	Peroxidase
Bradi2g20850	−1.35 ± 0.27	2.8E−04	−1.05 ± 0.27	1.2E−02	Peroxidase
Bradi1g38310	−1.12 ± 0.28	6.1E−03	−0.80 ± 0.27	6.6E−02	Peroxidase
Bradi4g24650	−0.57 ± 0.23	1.2E−01	−1.06 ± 0.23	2.2E−03	ABA/WDS induced protein
Bradi2g37060	0.21 ± 0.26	6.7E−01	1.32 ± 0.26	6.6E−04	Peroxidase
Bradi3g55850	1.18 ± 0.27	2.8E−03	0.42 ± 0.27	3.1E−01	Peroxidase
Bradi4g25660	1.20 ± 0.28	4.5E−03	0.60 ± 0.28	1.7E−01	Peroxidase

Transport					
Bradi5g14400	0.57 ± 0.20	6.7E−02	1.00 ± 0.20	6.8E−04	Oligopeptide transport related
Bradi5g14410	0.65 ± 0.25	9.7E−02	1.03 ± 0.25	7.8E−03	Oligopeptide transmembrane transporter
Bradi3g35390	1.01 ± 0.28	1.9E−02	0.57 ± 0.28	2.0E−01	ATPase activity

Regulation					
Bradi1g56841	0.45 ± 0.25	2.6E−01	1.11 ± 0.24	2.3E−03	FAR1 domain-containing protein
Bradi1g58057	1.00 ± 0.24	5.4E−03	1.04 ± 0.24	4.7E−03	NAC domain-containing protein
Bradi3g22040	1.07 ± 0.23	1.0E−03	0.17 ± 0.23	6.6E−01	bZIP transcription factor
Bradi2g40582	1.28 ± 0.25	2.8E−04	0.20 ± 0.25	6.5E−01	bZIP transcription factor
Bradi3g07540	1.74 ± 0.27	3.4E−07	−0.27 ± 0.26	5.3E−01	bZIP transcription factor

a Fold change values were calculated as (value with SBW25)/(value without SBW25). Values are means ± standard errors. *P*_adj_, adjusted *P* value.

b GO terms and pathways are included in Table S1.

10.1128/mSystems.00580-20.1 TABLE S1 Transcriptional response and adjusted *P* value (Padj) of *B. distachyon* roots to SBW25 under +Fe and −Fe growth conditions, including GO terms and pathways. Download Table S1, PDF file, 0.1 MB. Copyright © 2021 Boiteau et al. 2021 Boiteau et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

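Among the 16 genes of Table 1 for biosynthesis and metabolism, the glycosyl hydrolase gene Bradi2g11870 and the 2-oxoglutarate oxygenase gene Bradi1g00950 were lower in SBW25-inoculated than in sterile +Fe roots, with log2 fold changes of -1.88 (standard error 0.48, edgeR adjusted p = 0.0522) and -1.45 (standard error 0.35, edgeR adjusted p = 0.0424). The other genes of this part of the table were higher under +Fe conditions, with log2 fold changes from 1.25 to 1.91. The edgeR adjusted p was under 0.05 for 9 of the 16 under +Fe conditions. Under −Fe conditions it was under 0.05 for 0 of them, with 13 at an unadjusted p under 0.05, and the smallest was 0.0505 for Bradi3g06330. 14 of the 16 genes changed in the same direction under both conditions. The exceptions were Bradi1g59570 and Bradi1g64120, with log2 fold changes of -0.90 (standard error 0.42) and -0.12 (standard error 0.28) under −Fe conditions. For Bradi1g64120 the −Fe value was 0.03 in limma-voom and lay between -0.26 and 0.06 with each replicate left out in turn, so its sign was not settled, and that of Bradi1g00950 became 0.01 with 1 surrogate variable. Over all 34 genes of Table 1, 20 had an edgeR adjusted p under 0.05 under +Fe and 4 under −Fe conditions when adjusted over all genes tested. Adjusted over the 34 genes alone, 32 and 26 did, but the list consists of the paper's own calls on the same counts.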

Numerous differentially expressed genes encoded oxidoreductase proteins (GO:0016705) likely involved in metabolite, hormone, and defense protein synthesis. In addition to the 2′-deoxymugineic-acid 2′-dioxygenase (Bradi4g43610), a putative pyridoxal phosphate-dependent transferase involved in the l-methionine salvage cycle (Bradi4g31960), was upregulated in SBW25-inoculated roots, consistent with increased production of phytosiderophore precursors. 

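Bradi4g31960 had 429 ± 223 CPM (SD, n = 5 for each group) in sterile and 1021 ± 162 CPM in SBW25-inoculated roots under +Fe conditions, a log2 fold change of 1.25 (standard error 0.26, edgeR adjusted p = 0.0253). It had 860.2 ± 276 and 1331 ± 197 CPM under −Fe conditions, a log2 fold change of 0.63 (standard error 0.25, edgeR adjusted p = 0.155). With each replicate left out in turn, the fold change stayed between 1.10 and 1.62 under +Fe and between 0.53 and 0.84 under −Fe conditions, and the adjusted p under +Fe conditions reached 0.0964. Replicate 1 of the sterile +Fe roots was again the highest of its group, at 810.4 CPM.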

Six genes that were upregulated in SBW25-inoculated roots were annotated as heme-containing cytochrome P450 enzymes. 

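Besides Bradi1g22340 and Bradi4g43380, 4 cytochrome P450 genes of Table 1 were compared. The one with the highest counts was Bradi2g44160, which rose from 70.5 ± 27.1 CPM (SD, n = 5) in sterile to 262 ± 172 CPM in SBW25-inoculated +Fe roots, a log2 fold change of 1.90 (standard error 0.40, edgeR adjusted p = 0.0287). Bradi2g44150 rose by 1.47 (standard error 0.30, edgeR adjusted p = 0.0253). The pair have neighbouring identifiers. Reads that near-identical copies share could have been left out for low alignment quality or counted for the wrong copy, so their separate values are uncertain. Bradi1g06730 rose by 1.69 (standard error 0.40, edgeR adjusted p = 0.0421), although it had only 2 to 24 counts per sterile +Fe library. Bradi3g06330 rose by 1.48 (standard error 0.35, edgeR adjusted p = 0.0424) under +Fe conditions. Under −Fe conditions these 4 genes had log2 fold changes from 0.88 to 1.65, with edgeR adjusted p-values from 0.0505 to 0.113, so none passed the threshold there. Within the inoculated groups the replicates were spread widely, for Bradi2g44160 from 114 to 545 CPM under +Fe and from 93.7 to 391 CPM under −Fe conditions.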

Of these, two genes were attributed to biosynthesis pathways in PlantCyc. Bradi1g22340 encodes an enzyme that is predicted to convert (4-hydroxyphenyl)acetonitrile to (*S*)-4-hydroxymandelonitrile as part of the biosynthesis of dhurrin, a cyanogenic glucoside (35). 

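Bradi1g22340 had few counts, from 3 to 59 per +Fe library. Its normalized counts were 3.00 ± 1.20 CPM (SD, n = 5 for each group) in sterile and 9.41 ± 6.02 CPM in SBW25-inoculated +Fe roots, a log2 fold change of 1.70 (standard error 0.44, edgeR adjusted p = 0.054). Under −Fe conditions the groups had 5.14 ± 1.82 and 5.91 ± 2.95 CPM, a difference smaller than the spread between replicates, with a log2 fold change of 0.20 (standard error 0.40, edgeR adjusted p = 0.789). Its sign there changed with 1 surrogate variable in the model (-0.51) and when replicate 3 of the inoculated −Fe roots was left out (-0.05).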

Bradi4g43610 encodes a protein that is predicted to inactivate the defense response phytohormone jasmonyl-l-isoleucine (36, 37). These results suggest that *B. distachyon* modulated antibiotic and phytohormone synthesis in response to colonization. 

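In Table S1 the pathway for inactivation of jasmonoyl-L-isoleucine is listed for the cytochrome P450 gene Bradi4g43380, and Bradi4g43610 is listed for phytosiderophore biosynthesis. Bradi4g43380 had 34.1 ± 11.4 CPM (SD, n = 5 for each group) in sterile and 83.2 ± 30.6 CPM in SBW25-inoculated +Fe roots, a log2 fold change of 1.28 (standard error 0.25, edgeR adjusted p = 0.0183). Every inoculated +Fe replicate was above every sterile +Fe replicate, with 61.7 CPM as the lowest of the inoculated and 51.0 CPM as the highest of the sterile replicates. Under −Fe conditions the groups had 32.3 ± 8.31 and 51.1 ± 12.8 CPM, a log2 fold change of 0.68 (standard error 0.25, edgeR adjusted p = 0.131).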

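The change with SBW25 was smaller under −Fe than under +Fe conditions in 15 of the 16 genes of Table 1 for biosynthesis and metabolism, with a median size on the log2 scale of 0.89 under −Fe and 1.65 under +Fe conditions. The exception was Bradi3g06330, which changed by 1.65 under −Fe conditions. The paper lists each of the 16 with a significant change under +Fe conditions, so a smaller change under −Fe conditions is partly built in by the selection. The difference between the responses was tested for each gene as an interaction of SBW25 and Fe. It had an unadjusted p under 0.05 for 3 of these 16 genes, and an edgeR adjusted p under 0.05 for 0 of them when adjusted over all genes tested and for 2 when adjusted over the 34 genes of Table 1 alone. The largest differences were those of Bradi1g59570, at -2.62 (standard error 0.61, edgeR adjusted p = 0.208), and Bradi1g64120, at -1.80 (standard error 0.40, edgeR adjusted p = 0.173). The same comparison gave a smaller change under −Fe conditions for 7 of 10 genes for stress and defense, 3 of 5 for regulation and 1 of 3 for transport. Among all genes that passed the threshold under either condition, 239 of 286 had the smaller change under −Fe conditions, but 257 of these 286 were picked for their change under +Fe conditions.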

Fold changes were generally lower under −Fe growth conditions, possibly to conserve a limited Fe inventory. 

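The thionin gene Bradi1g57285 fell from 76.6 ± 34.7 CPM (SD, n = 5 for each group) in sterile to 26.4 ± 11.6 CPM in SBW25-inoculated +Fe roots and from 75.2 ± 22.2 to 25.8 ± 8.47 CPM in −Fe roots. Its log2 fold changes were -1.57 (standard error 0.32, edgeR adjusted p = 0.0253) and -1.56 (standard error 0.31, edgeR adjusted p = 0.0449). The thionin gene Bradi1g57280 had fewer counts, with 19.9 ± 16.2 and 2.32 ± 1.99 CPM in +Fe roots and 19.2 ± 11.7 and 2.48 ± 1.38 CPM in −Fe roots, and log2 fold changes of -2.93 (standard error 0.68, edgeR adjusted p = 0.042) and -2.89 (standard error 0.65, edgeR adjusted p = 0.0535). The identifiers of these 2 genes are next to each other and both are annotated as thionins. Reads of near-identical copies could have been left out for low alignment quality or counted for the wrong copy. In sterile +Fe roots Bradi1g57280 ranged from 1.76 CPM in replicate 1 to 42.2 CPM in replicate 2. The chitinase gene Bradi4g14920 rose from 7.12 ± 1.52 to 16.6 ± 10.0 CPM in +Fe roots and from 4.76 ± 2.59 to 13.8 ± 4.08 CPM in −Fe roots, with log2 fold changes of 1.26 (standard error 0.38, edgeR adjusted p = 0.0819) and 1.56 (standard error 0.40, edgeR adjusted p = 0.0717), neither past the threshold.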

Three of the differentially expressed genes encode defense-related proteins (GO:0006952, GO:0042742, and GO:0050832), including thionins (Bradi1g57285 and Bradi1g57280) that were downregulated by inoculation with SBW25 and an enzyme with chitinase activity (Bradi4g14920) that was upregulated by SBW25. Similar responses were observed under −Fe and +Fe conditions. These results suggest that *B. distachyon* altered root defense mechanisms in response to SBW25 colonization.

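The response to SBW25 under −Fe minus that under +Fe conditions, on the log2 scale, was 0.01 (standard error 0.45) for Bradi1g57285, 0.05 (1.00) for Bradi1g57280 and 0.30 (0.55) for Bradi4g14920, each smaller than its standard error. Differences between the responses of the size of these standard errors were not detectable, and larger ones could have been missed. Over all 18673 genes, 6 had an edgeR adjusted p under 0.05 for this difference, 5 with a lower and 1 with a higher response under −Fe conditions, and 840 had an unadjusted p under 0.05, where chance gives 934. None of the 10 genes of Table 1 for stress and defense was among the 6, and 1 of them had an unadjusted p under 0.05. Of the 286 genes that passed the threshold under either condition, 254 changed in the same direction under both.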

Differentially expressed genes involved in root response to oxidative stress (GO:0006979) included six genes encoding peroxidases (Table 1). 

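The peroxidase genes Bradi5g27170, Bradi2g20850 and Bradi1g38310 had log2 fold changes of -2.03 (standard error 0.39, edgeR adjusted p = 0.0167), -2.03 (standard error 0.40, edgeR adjusted p = 0.0189) and -1.81 (standard error 0.44, edgeR adjusted p = 0.0437) in SBW25-inoculated over sterile +Fe roots. Under −Fe conditions their log2 fold changes were -1.15, -1.53 and -1.26, with standard errors from 0.35 to 0.41 and edgeR adjusted p-values from 0.0687 to 0.111, none past the threshold. The peroxidase genes Bradi3g55850 and Bradi4g25660 rose under +Fe conditions by 1.71 (standard error 0.40, edgeR adjusted p = 0.042) and 2.45 (standard error 0.61, edgeR adjusted p = 0.0481), and by 0.63 and 1.43 under −Fe conditions, where the edgeR adjusted p-values were 0.323 and 0.19. For Bradi2g37060 it was the reverse: its log2 fold change was 0.29 (standard error 0.36, edgeR adjusted p = 0.662) under +Fe and 1.93 (standard error 0.37, edgeR adjusted p = 0.0377) under −Fe conditions. The interaction of SBW25 and Fe for Bradi2g37060 was 1.64 (standard error 0.52), with an edgeR adjusted p of 0.712 over all genes tested.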

Expression of three peroxidase genes within this group was repressed by SBW25 (Bradi5g27170, Bradi2g20850, and Bradi1g38310), while expression of three other peroxidase genes was induced by SBW25 (Bradi2g37060, Bradi3g55850, and Bradi4g25660), suggesting that bacterial colonization affected oxidative stress management in the roots.

Three transport-associated genes (GO:0006810) were upregulated in SBW25-inoculated roots. 

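Under −Fe conditions the log2 fold changes of SBW25-inoculated over sterile roots were 1.17 (standard error 0.22, edgeR adjusted p = 0.0377) for Bradi5g14400, 1.40 (standard error 0.33, edgeR adjusted p = 0.0581) for Bradi5g14410 and 1.06 (standard error 0.47, edgeR adjusted p = 0.184) for Bradi3g35390, so that Bradi5g14400 passed the threshold. Under +Fe conditions they were 0.67 (standard error 0.22, edgeR adjusted p = 0.102), 0.87 (standard error 0.33, edgeR adjusted p = 0.131) and 1.80 (standard error 0.47, edgeR adjusted p = 0.0571), and none passed it, although the unadjusted p was under 0.05 for all 3. The difference between the 2 responses was not distinguishable from 0 for any of the 3 genes (unadjusted p from 0.129 to 0.27 in edgeR's quasi-likelihood test). Bradi5g14400 and Bradi5g14410 have neighbouring identifiers and are both annotated for oligopeptide transport. Reads of near-identical copies could have been left out for low alignment quality or counted for the wrong copy.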

Bradi5g14400 encodes a putative membrane-associated transport-associated protein, Bradi5g14410 encodes a putative proton-dependent oligopeptide active membrane transporter, and Bradi3g35390 was annotated as an ATP-binding cassette transporter. These proteins appear to be components of one or more systems for active transport of small molecules that were synthesized or taken up in response to SBW25 colonization.

Five root genes involved in the regulation of transcription (GO:0006355) were upregulated in SBW25-inoculated roots, indicating specific pathways by which gene expression responses may be controlled. 

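The edgeR adjusted p for a difference between SBW25-inoculated and sterile roots was under 0.05 for 4 of these 5 genes under +Fe conditions and for 1 under −Fe conditions. A positive log2 fold change under both conditions was found for 4 of the 5. The median size of their log2 fold changes was 1.33 under +Fe and 0.37 under −Fe conditions.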

Three of these genes (Bradi3g22040, Bradi2g40582, and Bradi3g07540) encode basic leucine zipper transcription factors, a class of regulators that commonly play a role in biotic and abiotic stress responses under +Fe conditions, although a weaker response was observed under −Fe conditions. 

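Bradi3g07540 rose from 4.59 ± 2.86 CPM (SD, n = 5 for each group) in sterile to 29.8 ± 8.38 CPM in SBW25-inoculated +Fe roots, a log2 fold change of 2.61 (standard error 0.40, edgeR adjusted p = 0.00529), with 1 to 20 counts per sterile +Fe library. Under −Fe conditions it had 17.9 ± 11.4 and 13.9 ± 4.06 CPM, a log2 fold change of -0.37 (standard error 0.34, edgeR adjusted p = 0.515), whose sign changed when replicate 1 of the sterile −Fe roots was left out (0.09). The difference between these responses was -2.99 (standard error 0.53, edgeR adjusted p = 0.0407). Under +Fe conditions Bradi3g22040 rose by 1.33 (standard error 0.28, edgeR adjusted p = 0.0284) and Bradi2g40582 by 1.73 (standard error 0.32, edgeR adjusted p = 0.014). Under −Fe conditions both changed by less than their standard error, 0.22 (0.28) and 0.28 (0.31), and took the other sign with 1 surrogate variable in the model. The differences between their responses were -1.11 (standard error 0.39, edgeR adjusted p = 0.867) and -1.46 (standard error 0.45, edgeR adjusted p = 0.672) over all genes tested, so of the 3 genes that of Bradi3g07540 passed the threshold.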

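Bradi1g56841, annotated with a FAR1 DNA-binding domain, had a log2 fold change of 0.62 (standard error 0.31, edgeR adjusted p = 0.238) in SBW25-inoculated over sterile roots under +Fe and of 1.46 (standard error 0.30, edgeR adjusted p = 0.0457) under −Fe conditions. Its sign under +Fe conditions changed with 1 surrogate variable in the model (-0.07). Bradi1g58057, annotated with a NAC domain, had log2 fold changes of 1.28 (standard error 0.31, edgeR adjusted p = 0.0421) and 1.39 (standard error 0.31, edgeR adjusted p = 0.0513). For Bradi1g56841 the response under −Fe minus that under +Fe conditions was 0.84 (standard error 0.44), with an unadjusted p of 0.0661 in edgeR's quasi-likelihood test.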

Two other regulatory genes encode FAR1 (far-red-impared response) and NAC (no apical meristem/*Arabidopsis thaliana* activating factor/cup-shaped cotyledon) DNA binding domain-containing proteins (Bradi1g56841 and Bradi1g58057).

### Induction of transport-associated bacterial genes by Fe starvation.

The relative abundances of transcripts from SBW25 were compared between −Fe and +Fe treatments. 

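RNA was sequenced from the SBW25 cells pelleted out of the nutrient solution of the inoculated plants, with 5 containers grown under +Fe and 5 under −Fe conditions, or 10 libraries. The authors amplified full-length cDNA with a SMARTer kit, sequenced fragments of it on the Ion Torrent platform, aligned the reads to the SBW25 genome with TMAP, tallied them over genes with htseq-count, and deposited the raw counts of 6042 genes per library, without normalization. Between 186817 and 313577 reads per library were counted on genes, with a median of 272709 under +Fe and 227112 under −Fe conditions, which is far fewer than in the root libraries. These counts were 12.5% to 17.6% of the reads tallied, with 63.9% to 73.9% under the counter's minimum alignment quality and 9.89% to 18.6% not aligned. On average, 30.6% of the counts fell on 3 genes, PFLU_RS31105, PFLU_RS30420 and PFLU_RS10820, and this share ranged from 12.7% to 45.6% between libraries. Within each group no library was a second sequencing of another (chi-square per degree of freedom of at least 4.02 over the 20 pairs of replicates). After the same normalization, filter and test as for the roots, 3903 genes were tested.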

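In edgeR's quasi-likelihood test of 3903 genes, 3 had an adjusted p under 0.05 between −Fe and +Fe conditions. They were PFLU_RS26950, PFLU_RS02795 and PFLU_RS24305, and all 3 were higher under −Fe conditions. At an unadjusted p under 0.05 there were 296 genes, where chance gives 195. PFLU_RS13625 had 0 to 2 counts per +Fe library and 6 to 17 per −Fe library, too few to pass edgeR's filter, and its edgeR adjusted p was under 0.05 when that filter was left out. The number of genes moved most when every library had to have at least 10 counts of a gene, to 0, with 169 genes at an unadjusted p under 0.05, but only 1 of the 3, PFLU_RS24305, could then be tested. With each replicate left out in turn, from 0 to 4 genes passed.

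**Figure D2:**
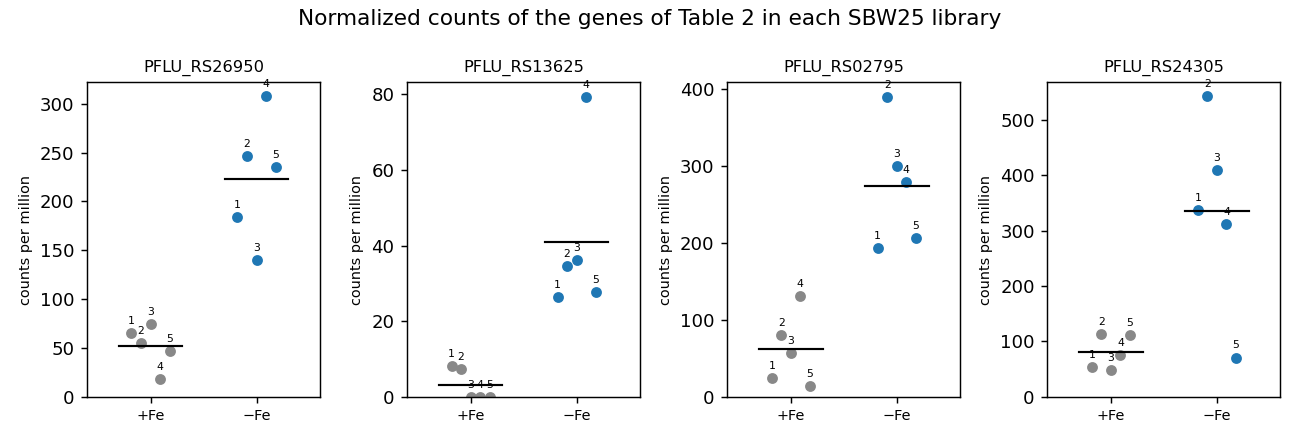
Normalized counts (CPM) of PFLU_RS26950, PFLU_RS13625, PFLU_RS02795 and PFLU_RS24305 in each SBW25 library under +Fe and −Fe conditions; points are libraries with their replicate number and bars are group means (n = 5). The −Fe libraries lie above the +Fe libraries for 3 of the genes, while for PFLU_RS24305 replicate 5 of the −Fe libraries lies at 71.1 CPM, among the +Fe libraries.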

Four genes were significantly upregulated (adjusted *P* value < 0.05) under Fe deprivation (Table 2). The presence of Pfam domains was computed by BioCyc (38). 

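PFLU_RS26950 had 52.2 ± 21.4 CPM (SD, n = 5) under +Fe and 223 ± 63.7 CPM under −Fe conditions, from 4 to 17 and from 27 to 76 counts per library. Its log2 fold change was 2.08 (standard error 0.34, edgeR adjusted p = 0.00926), the smallest adjusted p of the 3903 genes tested. Every −Fe library was above every +Fe library (exact two-sided permutation test, p = 0.00794, the smallest that 5 libraries against 5 allow). With each replicate left out in turn, the log2 fold change stayed between 1.90 and 2.23 and the adjusted p between 0.00514 and 0.0699.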

The most significantly upregulated gene was PFLU_RS26950, encoding the outer membrane protein W porin (Pfam-PF03922). This receptor is the target by which the antimicrobial agent colicin S4 enters Escherichia coli but otherwise has no known substrate (39). Additional upregulated genes included those encoding a transport-associated oligonucleotide/oligosaccharide binding (OB) domain protein (PFLU_RS13625, Pfam-PF03459) within the same family that binds metal cofactors such as molybdate and molybdopterins (40), an antibiotic biosynthesis monooxygenase (PFLU_RS24305, Pfam-PF03992), and a hypothetical protein with no annotation (PFLU_RS02795). These putative annotations are consistent with functions associated with the transport and processing of metal-organic complexes. 

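PFLU_RS02795 had 61.6 ± 46.8 CPM (SD, n = 5 for each group) under +Fe and 274 ± 79.4 CPM under −Fe conditions, a log2 fold change of 2.18 (standard error 0.41, edgeR adjusted p = 0.0332), and every −Fe library was above every +Fe library. PFLU_RS24305 had 80.3 ± 31.2 and 335 ± 173 CPM, a log2 fold change of 2.02 (standard error 0.40, edgeR adjusted p = 0.0429). Its −Fe libraries ranged from 71.1 to 543 CPM (exact two-sided permutation test, p = 0.0317, n = 5 against 5). PFLU_RS13625 had at most 2 counts in a +Fe library, under the floor of 3 counts taken as detectable. Set against that floor, its mean of 40.8 ± 21.9 CPM under −Fe conditions was at least 3.44-fold higher, and every −Fe library was above every +Fe library. A single high −Fe replicate raised that mean, and without it this bound would be lower. With each replicate left out in turn, the log2 fold change of PFLU_RS02795 stayed between 1.89 and 2.64, with an adjusted p of up to 0.207, and that of PFLU_RS24305 between 1.78 and 2.29, with an adjusted p of up to 0.303. PFLU_RS24305 was not past the threshold, with an edgeR adjusted p of 0.0961, among the genes with at least 10 counts in every library. From putative annotations the paper proposes functions in the transport and processing of metal-organic complexes.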

SBW25 is known to synthesize only one siderophore (pyoverdine), with 31 genes involved in biosynthesis, transport, and regulation (41). 

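The 31 genes of the pyoverdine pathway had between 1.30 and 470.5 counts per library on average, with a median of 9.60 where the median over all genes was 14.4. The genes from PFLU_RS12435 to PFLU_RS12485 had from 5.40 to 470.5. The highest was PFLU_RS12440, a nonribosomal peptide synthetase gene, with 1960.5 ± 275 CPM (SD, n = 5) under +Fe and 1820.0 ± 216 CPM under −Fe conditions. Its mean count was above that of 99.5% of all genes. Counts were not scaled to gene length, and longer transcripts give more fragments. Ranks and shares of counts therefore do not measure transcript copies per gene. Together the 31 genes took 0.557% ± 0.103 (SD, n = 5) of the counts under +Fe and 0.568% ± 0.137 under −Fe conditions (exact two-sided permutation test, p = 0.873), and they are 0.513% of the genes. 17 of the 31 had enough counts to be tested, and 0 of these had an edgeR adjusted p under 0.05, whether adjusted over all genes or over the 17 alone, while 0 had an unadjusted p under 0.05. 11 were higher and 6 lower under −Fe conditions, with log2 fold changes of −Fe over +Fe from -0.55 to 0.55 and a mean of 0.09 (two-sided rotation test of limma's fry, p = 0.668; exact permutation test of the mean log2 CPM, p = 0.698, n = 5 against 5). The receptor gene fpvA (PFLU_RS12445) changed by 0.18 (standard error 0.27, edgeR adjusted p = 0.919), PFLU_RS12440 by -0.11 (standard error 0.28, edgeR adjusted p = 0.958), and pvdP (PFLU_RS12475), which had the smallest p of the set, by -0.55 (standard error 0.31, edgeR adjusted p = 0.744). The regulator gene pvdS (PFLU_RS21525) had 4 to 14 counts per library and was not tested. With standard errors from 0.26 to 0.45 on the log2 scale, changes of this size were not detectable with these libraries. Larger changes could have been missed too. That of pvdP, at -0.55, had an unadjusted p of 0.0867 in edgeR's quasi-likelihood test.

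**Figure D3:**
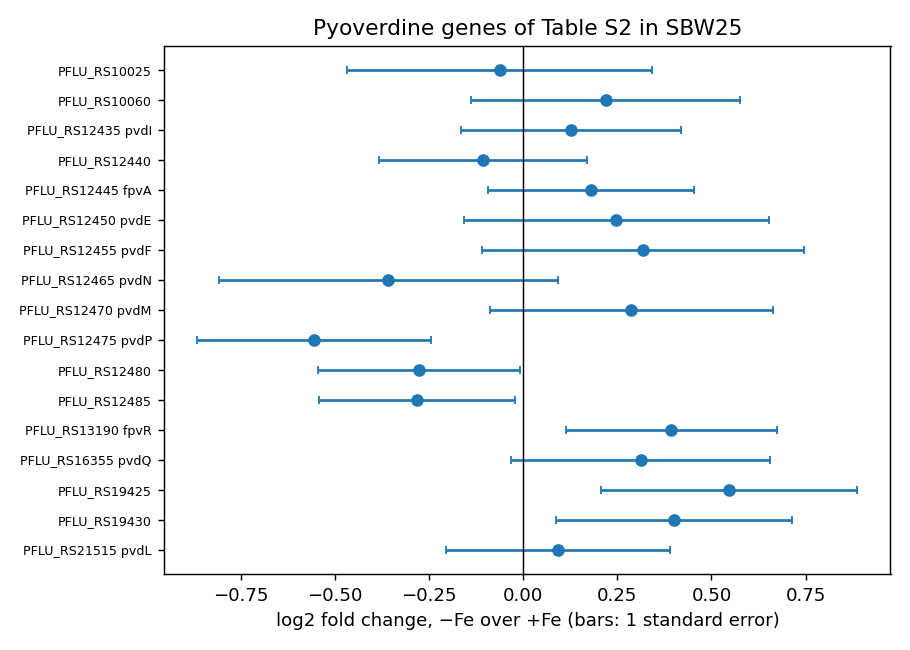
Log2 fold changes of −Fe over +Fe in SBW25 for the 17 pyoverdine genes tested; points are edgeR's estimates and bars are 1 standard error on each side. The estimates lie from -0.55 to 0.55 on both sides of 0.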

Low copy numbers of the pyoverdine biosynthesis and uptake transcripts (genes PFLU_RS12435 to PFLU_RS12485) were detected, and no significant difference was observed between +Fe and −Fe treatments (Table S2).

**TABLE 2:** Transcriptional response of root-associated P. fluorescens SBW25 significantly affected by Fe deprivation

Gene ID	Log_2_ fold change^*a*^	*P*_adj_	Feature class	Annotation
PFLU_RS26950	1.66 ± 0.27	5.0 E−6	Pfam-PF03922	Outer membrane protein
PFLU_RS13625	1.58 ± 0.33	2.1 E−3	Pfam-PF03459	Transmembrane transporter
PFLU_RS02795	1.50 ± 0.30	2.1 E−3	None	Hypothetical protein
PFLU_RS24305	1.45 ± 0.30	2.1 E−3	Pfam-PF03992	Monooxygenase

a Fold change values were calculated as (−Fe value)/(+Fe value). Values are means ± standard errors.

10.1128/mSystems.00580-20.2 TABLE S2 Transcriptional response of P. fluorescens SBW25 to Fe deprivation: genes with predicted pyoverdine biosynthesis functions. Download Table S2, PDF file, 0.1 MB. Copyright © 2021 Boiteau et al. 2021 Boiteau et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

The results from this controlled growth experiment depict the Fe stress response of interactions between *B. distachyon* and P. fluorescens SBW25. First, we evaluated the effect of Fe deprivation on *B. distachyon*. Observations of reduced biomass under −Fe conditions (Fig. 1) demonstrated Fe limitation of *B. distachyon* growth. Our metabolomic results confirmed increased exudation of the *B. distachyon* phytosiderophores mugineic acid and deoxymugineic acid under −Fe conditions. While overall exudation was slightly greater in the −Fe than the +Fe treatments, the increase in phytosiderophore abundance was much greater than that of any other metabolites detected (Fig. 3). These outcomes are consistent with well-established grass responses to Fe deficiency (34) and provide a baseline for comparison to the SBW25-inoculated treatments.

Comparisons of transcriptomic and metabolomic results with and without SBW25 suggest a bacterial role in phytosiderophore degradation. Although phytosiderophore biosynthesis gene transcripts were more abundant in SBW25-inoculated roots than in sterile roots (Fig. 4), phytosiderophore abundances measured by LC-MS were lower in the treatments with SBW25 (Fig. 3). Together, these results indicate that (i) *B. distachyon* increased phytosiderophore production in response to bacterial colonization and (ii) SBW25 consumed or otherwise degraded these phytosiderophores, resulting in overall lower abundances within the root exudate solution. These results differ from previous observations by Walter et al. showing that Pseudomonas putida (*P. putida*) strains did not degrade phytosiderophores from maize and barley in culture (42), suggesting that not all pseudomonads have this ability. Additional experiments with purified phytosiderophores added to axenic cultures in the absence of the plant would help to demonstrate assimilation of phytosiderophores by P. fluorescens SBW25.

We next evaluated the response of SBW25 to Fe deprivation in the presence of *B. distachyon*. It is well established that Fe-deficient *Pseudomonas* spp. secrete pyoverdine in pure culture (43, 44) and in the rhizosphere of plants (15, 45). In this study, however, the genes involved in pyoverdine production were not upregulated in the −Fe conditions. Furthermore, SBW25 pyoverdine concentrations in the exudate solutions were below detection limits (20 nM). One explanation is that SBW25 possesses a molecular mechanism to utilize mugineic acid and deoxymugineic acid secreted by *B. distachyon* roots as a source of Fe rather than expend energy on endogenous siderophore production. Pyoverdine production is regulated by several environmental signals and regulatory pathways. Expression is strongly repressed by the presence of Fe (46), and it is possible that SBW25 in the −Fe medium treatments satisfied its Fe quota by uptake of Fe-bound mugineic acid, deoxymugineic acid, or some other plant-derived chelate that solubilized residual Fe from the roots or the silica bead substrate. Pyoverdine synthesis is also regulated by a number of quorum-sensing two-component systems and second messengers (46). In particular, pyoverdine gene expression is modulated by the Gac/Rsm system, which also controls the switch from a planktonic to a biofilm lifestyle (47). Our sampling of SBW25 and metabolites within the nutrient solution may select for planktonic cells that have inhibited pyoverdine production compared to biofilm-attached cells. Alternatively, mugineic acid or some other plant-derived molecule may signal SBW25 to downregulate pyoverdine production.

The degradation of phytosiderophores by SBW25 implies that this strain possesses transporters and enzymes for taking up and metabolizing mugineic acid and deoxymugineic acid. P. fluorescens regulates the transcription of several exogenous siderophore transporters through cell surface signaling mechanisms that are induced by binding of the siderophore to a membrane receptor, so that gene expression reflects external siderophore abundance (48). Since mugineic acid and deoxymugineic acid were over 2-fold more abundant in the nutrient solution of −Fe treatments than that of +Fe treatments, we investigated the transcriptional response of SBW25 to Fe deprivation in order to identify gene targets that potentially encode transporters or enzymes involved in phytosiderophore utilization. We identified three genes encoding a transporter (PFLU_RS13625), an outer membrane porin (PFLU_RS26950), and an oxidoreductase (PFLU_RS13625) that were upregulated by Fe deprivation. These genes may be involved in phytosiderophore uptake and decomposition. Further work is needed to validate these proposed roles by generating strains with these genes knocked out and determine whether phytosiderophore uptake is hindered. While our results do not rule out other possible roles for the upregulated genes or the involvement of other genes in phytosiderophore uptake, they are consistent with a mechanism for direct utilization of phytosiderophores as an Fe source by SBW25.

Previous studies have reached conflicting conclusions regarding mechanisms of *Pseudomonas* spp. Fe uptake in root systems. Jurkevitch et al. found that P. putida can assimilate radiolabeled Fe bound to mugineic acid (49). They observed diminished short-term uptake by a siderophore-deficient mutant and attributed Fe uptake to ligand exchange between bacterial siderophores and phytosiderophores. However, a subsequent study by Marschner et al. observed that P. fluorescens decreased production of pyoverdine, determined by ice nucleation reporter activity, in the roots of phytosiderophore-producing grasses compared to grasses treated with foliar Fe to alleviate plant Fe stress and phytosiderophore release (50). These authors suggested that phytosiderophore-bound Fe may be directly assimilated by P. fluorescens, reducing the need for pyoverdine production. Although indirect uptake of phytosiderophore-bound Fe is possible through ligand exchange with pyoverdine, this mechanism still requires pyoverdine production to remove Fe from phytosiderophores. Our study provides additional evidence that root-associated P. fluorescens degrades phytosiderophores under Fe deprivation without producing pyoverdine and uncovers candidate transporters potentially involved in phytosiderophore uptake. Only one other study has described bacterial isolates capable of phytosiderophore decomposition (51). These strains were isolated from the roots of Fe-deficient barley, and one was judged to belong to *Pseudomonas* spp., although no genetic information was available. Our findings build upon this prior work by providing fundamental insight into the molecular mechanism and possible genetic basis of phytosiderophore acquisition by a soil bacterium.

The semihydroponic experimental design used in this study has several important limitations and distinctions from natural soils where Fe limitation is expected. In soils, Fe availability generally correlates with pH (14), and thus siderophore production predominantly occurs in environments where soil pH is neutral to alkaline (45), whereas the nutrient solution used in this study was slightly acidic (pH 5.8). Furthermore, in the semihydroponic system, the root zone was always saturated with water and the growth medium was significantly simplified compared to natural soils. In natural rhizosphere soils, siderophore production could occur under environmental pH, moisture, and minerology regimens that differ from those in this study. Diffusion rates are also higher in the semihydroponic system, and this may reduce or eliminate spatial gradients in root colonization or phytosiderophores that are normally concentrated behind the root tip where they are released. Pyoverdine may still play a key role in microbial Fe acquisition, particularly at sites of lateral root emergence along mature axes. Finally, phytosiderophores are released in diurnal pulses with maximum exudation rates after the onset of day light (34). Here, samples were analyzed during the period when maximum secretion was expected, but root-associated microbes may rely on their own siderophores to mediate Fe uptake during dark hours.

Uptake of grass phytosiderophores by P. fluorescens in lieu of pyoverdine production may constitute an evolved strategy to thrive under Fe-deficient rhizosphere conditions. Metal deficiency has been shown to increase the number of fluorescent pseudomonads in the rhizosphere of wheat (52), suggesting some adaptation that enables them to outcompete other taxa. There is evidence that such changes in rhizosphere community composition may be largely controlled by plant exudates. Foliar application of Fe to barley grown in alkaline soils results in different rhizosphere communities with different spatial distributions, likely through decreased phytosiderophore secretion (53). The ability to sense and utilize host-derived phytosiderophores rather than producing endogenous siderophores could confer a competitive advantage over other microbes that invest resources into producing siderophores that compete with phytosiderophores for Fe binding.

Colonization by SBW25 had several effects on host metabolism that are relevant to plant health. Bacterial degradation of phytosiderophores appeared to result in upregulation of phytosiderophore biosynthesis, which likely had an energetic and nutrient cost to the host plant (54). However, SBW25 did not significantly affect overall plant growth in this study, and it is possible that secretion of phytosiderophores is one mechanism by which graminaceous plants encourage the growth of beneficial rhizosphere bacteria that can consume them in soils. Further work is needed to directly evaluate whether P. fluorescens assimilates C, N, or Fe associated with phytosiderophores and to understand the costs and benefits that determine how phytosiderophore-pirating bacteria affect plant health. Common mechanisms by which P. fluorescens promotes host health include competition against pathogens for carbon substrates, production of antibiotics, and induction of systemic resistance (55–57). Our study shows that SBW25 efficiently degrades the major sugars, small metabolites, and organic acids secreted by *B. distachyon*, which may reduce organic carbon and nutrient substrates available to pathogens in natural soils. SBW25 also induced transcription of genes likely involved in plant defense responses, including toxic cyanogenic glycoside production and oxidative stress management, while repressing others, such as antimicrobial thionin production. Similar effects of SBW25 inoculation were generally observed under Fe-replete and Fe-deficient growth conditions. Differential gene expression of regulatory DNA binding and plant hormone pathways (gibberellin and jasmonic acid) provides gene targets for future studies of the regulatory pathways that govern *B. distachyon* interactions with the root microbiome. Under the growth conditions of this study, P. fluorescens did not produce pyoverdines, which were previously shown to provide host protection against fungal pathogens, raising questions of whether pyoverdine production is repressed within the rhizosphere of graminaceous plants. The outcomes of this study provide insight into the molecular mechanisms by which P. fluorescens interacts with a graminaceous host under Fe-deficient conditions and provides targets for functional analyses that help evaluate the effect of root-associated bacteria on plant health.

## MATERIALS AND METHODS

### Materials and reagents.

Ultrapure 18.2-MΩ·cm water (qH_2_O) and mass spectrometry-grade organic solvents were used throughout the study. Plant growth containers consisted of lidded, transparent polycarbonate vessels (Magenta GA-7) with 140 g of 3-mm soda lime silica beads. Containers and beads were soaked in 10% trace metal grade HCl (Fisher Scientific) for 3 days to remove metal contamination and rinsed five times with qH_2_O. Containers were autoclaved to sterilize before use. Hoagland solution (1× strength) consisted of final concentrations of 1 mmol liter^−1^ NH_4_H_2_PO_4_, 6 mmol liter^−1^ KNO_3_, 4 mmol liter^−1^ Ca(NO_3_)_2_, 2 mmol liter^−1^ MgSO_4_, 0.46 μmol liter^−1^ H_3_BO_3_, 9.1 μmol liter^−1^ MnCl_2_, 0.77 μmol liter^−1^ ZnSO_4_, 0.50 μmol liter^−1^ CuSO_4_, and 0.11 μmol liter^−1^ H_2_MoO_4_, and 1 ml/liter of freshly prepared 0.1 mol liter^−1^ ferric EDTA stock. The 1× solution was diluted to 1/4 strength with qH_2_O and filter sterilized (0.2-μm polyethersulfone membrane) for all plant watering. For Fe-deficient treatments, Fe-EDTA was not added. The background 1/4-strength Hoagland solution Fe concentration prior to Fe amendment was below 0.1 ppb, as measured by inductively coupled plasma mass spectrometry. Bacterial cultures used to inoculate plants were grown in precultures of M9 minimal medium (1× M9 minimal salts with 0.2 mM CaCl_2_, 1 mM MgSO_4_, and 0.4% glucose).

### Plant and bacterial growth and physiology.

*B. distachyon* seeds from inbred line BD21 were sterilized by immersion in 70% ethanol for 30 s followed by immersion in a 1.3% bleach solution for 4 min and then rinsed for 30 s with sterile qH_2_O three times. All handling was conducted in a sterile laminar flow hood to avoid contamination. The sterile seeds were germinated on 1× Hoagland solution agar plates (25) in the dark at 4°C for 2 days followed by transfer of a total of 80 seedlings into 20 sterile growth containers (4 seedlings per container) that were placed in light boxes operating at 14:10 sunlight at 50% relative humidity and 20°C. After planting, 10 ml of 1/4-strength sterile Hoagland solution was added to each container, and the containers were covered with transparent lids and returned to the light boxes. The plants were watered every 3 to 4 days by removal of the medium via aspiration through a sterile pipette and addition of fresh Hoagland solution (10 ml). No significant evaporation of nutrient solution was observed between watering time points.

After establishing growth under the same conditions, each container received one of four treatments (total of 20 replicate plants per treatment): (i) no change in watering conditions (+Fe sterile), (ii) Fe deprivation (−Fe sterile), (iii) inoculation with SBW25, and (iv) inoculation with SBW25 and Fe deprivation. Plants that were inoculated with SBW25 were watered once with bacterium-containing Hoagland solution on day 14 of growth. For this, we used P. fluorescens strain SBW25::gfp/lux, which is chromosomally tagged with the *gfp-luxAB* gene cassette (58) to express green fluorescent protein (GFP) and bacterial luciferase to facilitate microscopic imaging. An individual colony of SBW25 on an M9 agar plate was inoculated into 10 ml of M9 medium and incubated at 30°C for 24 h. The numbers of bacteria were 7 × 10^6^ to 1 × 10^7^ cells/ml, based on plating out serial dilutions in replicate and counting discrete colonies. The culture was centrifuged at 4,500 rpm for 5 min, the supernatant was removed, and the pellet was resuspended in 200 ml of Hoagland solution. A 10-ml portion of each solution was added to plants receiving the bacterial inoculation treatment. For −Fe treatments, Fe was omitted from the Hoagland watering solution beginning on day 16 of growth for the remainder of the experiment.

Samples were harvested 28 days after planting in the growth containers at noon (after 7 h of light exposure). The nutrient solution in the container was transferred to a 15-ml polypropylene centrifuge tube, of which 100 μl was used for bacterial counts. The sterility of uninoculated plants was confirmed by plating nutrient solution onto LB agar medium and observing no colony formation. Bacterial counts were greater than 10^7^ CFU ml^−1^ in the growth solution of inoculated plants at the end of the experiment. The remainder of the nutrient solution was centrifuged at 4,500 rpm for 5 min at 4°C, and the bacterial pellet was processed for transcriptomic analysis. The supernatant was stored at −20°C for metabolomic analysis by LC-MS and NMR. One plant from each container was set aside for microscopy. Two plants were cut between the roots and shoots, and the sections were weighed on an analytical balance before the roots were immediately frozen in natural craft bags in liquid nitrogen and stored at −80°C prior to RNA extraction for transcriptomic analyses. Plants from the same container were pooled to obtain 5 biological replicates for each condition.

### Liquid chromatography-mass spectrometry.

A 1.6-ml volume of each sample was transferred into autosampler vials, dried by vacuum centrifugation, and dissolved in 100 μl of qH_2_O by sonicating for 5 min. The samples were centrifuged at 10,000 rpm for 5 min, and the supernatant was transferred to new vials with 300-μl-volume inserts for analysis. These samples were analyzed by liquid chromatography-mass spectrometry on a quadrupole time of flight (qTOF) mass spectrometer (Agilent Technologies). A 20-μl sample was injected on a hydrophilic end-capped C_18_ column (Thermo Hypersil gold AQ; 3-μm particle size, 2.1 by 100 mm with guard column). The compounds were separated at a 200-μl/min flow rate starting at 98% qH_2_O with 0.1% formic acid (solvent A):2% acetonitrile with 0.1% formic (solvent B) and holding for 10 min, followed by a 20-minute gradient to 97% solvent B over 20 min, and then isocratic flow at 97% B for 10 min. Compounds were detected in positive mode over a mass range of 100 to 1,500 *m/z*. Collision-induced fragmentation spectra were collected at 30 eV for major compounds. Quality control standards were analyzed before and after the sample sequence to ensure that chromatography and mass spectrometry performance was maintained. The LC-MS data were converted to open-source MzML file formats using MsConvert (proteowizard) (59), and pairwise comparative metabolomic analyses were conducted with XCMS using default qTOF parameters (60). Adducts and isotopologues were removed, and the masses of features exhibiting statistically significant differences between treatments were searched against the BioCyc and PlantCyc metabolic pathway databases to generate putative annotations based on matches to known molecules within predicted metabolic pathways of *B. distachyon* and P. fluorescens SBW25 (38, 61, 62).

### Confocal microscopy.

Sections of the *B. distachyon* roots were transferred to a sterile glass-bottom dish and immersed in Hoagland solution. The roots were imaged with an inverted confocal fluorescence microscope (Zeiss LSM 710) fitted with a 40×, 1.1 numerical aperture (NA), long-working-distance water immersion objective. The fluorescence excitation wavelength was 488 nm to excite the GFP of the bacteria, and the detection wavelength range was 492 nm to 563 nm. Fluorescence and transmitted light signals were recorded simultaneously. Three-dimensional (3D) confocal Z stacks were acquired to image the roots in depth.

### Nuclear magnetic resonance metabolomics.

Root exudate samples for NMR were concentrated 10-fold by vacuum centrifugation and diluted by 10% (vol/vol) with 5 mM 2,2-dimethyl-2-silapentane-5-sulfonate-d6 (DSS) as an internal standard. Metabolite concentrations were quantified by ^1^H NMR analysis. The one-dimensional (1D) ^1^H NMR spectra of all samples were collected in accordance with standard Chenomx (Edmonton, Alberta, Canada) sample preparation and data collection guidelines (63). NMR data for 5 replicate samples for each condition were acquired on a Varian Direct Drive (VNMRS) 600-MHz spectrometer (Agilent Technologies) equipped with a triple-resonance salt-tolerant cold probe with a cold carbon preamplifier. Varian standard 1D proton nuclear Overhauser effect spectroscopy (NOESY) with presaturation (TNNOESY) was carried out at 25°C with a nonselective 90° excitation pulse, a 100-ms mixing time, an acquisition time of 4 s, and a spectral width of 12 ppm. A presaturation delay of 1.5 s was used to optimize water suppression. The 1D ^1^H NMR spectra of all samples were processed, assigned, and analyzed by using Chenomx NMR Suite 8.3 with quantification based on spectral intensities relative to the internal standard using a previously described protocol (64). The detection limit of the method was ∼1 μM. Candidate metabolites present in each of the complex mixture were identified by matching the chemical shift, J coupling, and intensity information of experimental NMR signals against the NMR signals of standard metabolites in the Chenomx library.

### Transcriptomics.

RNA from *Brachypodium* roots was extracted using Qiagen Mini RNeasy kits, followed by genomic DNA removal using a Qiagen RNase-free DNase set kit. Integrity of the RNA samples was assessed using an Agilent 2100 Bioanalyzer. TruSeq stranded mRNA was used to generate cDNA libraries for sequencing (Illumina NextSeq550 sequencer). RNA from the bacterial pellet was extracted using TRIzol followed by cleanup using Qiagen Mini RNeasy kits and Qiagen RNase-free DNase sets. The SMARTerR Universal Low RNA kit was used to generate a full-length cDNA template library according to the instruction manual, follow by use of the Ion Plus fragment library kit (Thermo Fisher Scientific) to fragment cDNA and barcode adapter ligation for template preparation. The template library was quantified using the Ion Library TaqMan quantitation kit (Thermo Fisher Scientific). Emulsion clonal bead amplification was used to generate bead templates for the Ion Torrent platform using the Ion PI Hi-Q Chef kit with Ion PI Chip kit v3 on the Ion Chef system (Thermo Fisher Scientific). Samples were sequenced using the Ion PI Hi-Q Sequencing 200 kit (Thermo Fisher Scientific) on an Ion Proton sequencer with data processing through Torrent Suite software (v. 4.0.2). Read quality for both platforms was assessed and verified using fastqc (65). For Ion Proton data from SBW25, reads were aligned to genome GCA_000009225.1 using TMAP (available from https://github.com/iontorrent/TMAP), the aligner designed for Ion platform reads. For Illumina NextSeq reads from *Brachypodium distachyon*, reads were aligned to the genome Bdistachyon_314_v3.0 using Bowtie2 (66). Aligned reads were mapped to genes using htseq-count (67). Differential expression was performed with the R package DESeq2 (68). Full results from this analysis are provided in Data Set S1 and Data Set S2 in the supplemental material.

### Data availability.

Transcriptome sequencing (RNA-seq) data have been deposited in the National Center for Biotechnology Gene Expression Omnibus data repository under accession number GSE158273. Metabolomic data are available as a Mass Spectrometry Interactive Virtual Environment (MassIVE) data set (accession number MSV000086142).

10.1128/mSystems.00580-20.3 DATA SET S1 DESeq2 results, *B. distachyon*. Download Data Set S1, XLSX file, 10.2 MB. Copyright © 2021 Boiteau et al. 2021 Boiteau et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00580-20.4 DATA SET S2 DESeq2 results, P. fluorescens SBW25. Download Data Set S2, XLSX file, 0.6 MB. Copyright © 2021 Boiteau et al. 2021 Boiteau et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

# Supplementary material for: Metabolic Interactions between Brachypodium and Pseudomonas fluorescens under Controlled Iron-Limited Conditions
**Source:** mSystems. 2021 Jan 5;6(1):e00580-20. doi: 10.1128/mSystems.00580-20
**Supplement:** TABLE S1

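Each line of Table S1 gives, for a root gene, the fold change of SBW25-inoculated over sterile plants on the log2 scale, its standard error and the p-value adjusted for the number of genes tested, first under +Fe and then under −Fe conditions. One column gives GO terms from PhytoMine and one pathways from PlantCyc. The 4 groups of the table are biosynthesis and metabolism with 16 genes, stress and defense with 10, transport with 3 and regulation with 5.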

Table S1: Transcriptional response and adjusted P-value (P<sub>adj</sub>) of *B. distachyon* roots to SBW25 under +Fe and -Fe growth conditions including GO terms and pathways.

| Gene ID                            | Log2 Fold Change*<br>+Fe treatments | Std Error | Adjusted P-value | Log2 Fold Change*<br>-Fe treatments | Std error | Adjusted P-value | Annotation                                            | GO Term~                             | Pathway#                                           |
|------------------------------------|-------------------------------------|-----------|------------------|-------------------------------------|-----------|------------------|-------------------------------------------------------|--------------------------------------|----------------------------------------------------|
| <b>Biosynthesis and metabolism</b> |                                     |           |                  |                                     |           |                  |                                                       |                                      |                                                    |
| Bradi2g11870                       | -1.12                               | 0.28      | 7.4E-03          | -0.89                               | 0.28      | 4.9E-02          | glycosyl hydrolase                                    | Catalytic activity (GO:0003824)      | cellulose biosynthesis (PWY-1001)                  |
| Bradi1g00950                       | -1.06                               | 0.26      | 5.0E-03          | -0.58                               | 0.25      | 1.4E-01          | 2-oxoglutarate oxygenase                              | Oxidoreductase activity (GO:0016491) | gibberellin biosynthesis (PWY-5035)                |
| Bradi2g49067                       | 1.01                                | 0.28      | 1.5E-02          | 0.72                                | 0.28      | 9.5E-02          | Uridine-diphospho (UDP) - glucosyl transferase        | Metabolic process (GO:0008152)       | apigeninidin 5-O-glucoside biosynthesis (PWY-7253) |
| Bradi1g22340                       | 1.01                                | 0.28      | 1.5E-02          | 0.13                                | 0.27      | 8.1E-01          | cytochrome P450                                       | Oxidoreductase activity (GO:0016705) | dhurrin biosynthesis (PWY-861)                     |
| Bradi4g31960                       | 1.03                                | 0.21      | 6.1E-04          | 0.53                                | 0.21      | 1.1E-01          | Pyridoxal phosphate-dependent transferase             |                                      | L-methionine salvage cycle II (PWY-7270)           |
| Bradi4g43610                       | 1.04                                | 0.28      | 1.4E-02          | 0.47                                | 0.28      | 2.9E-01          | 2'-deoxymugineic-acid 2'-dioxxygenase                 | Oxidoreductase activity (GO:0016491) | phytosiderophore biosynthesis (PWY-5925)           |
| Bradi3g13700                       | 1.05                                | 0.24      | 2.1E-03          | 0.56                                | 0.23      | 1.2E-01          | D-arabinono-1,4-lactone oxidase                       | Catalytic activity (GO:0003824)      |                                                    |
| Bradi3g18160                       | 1.05                                | 0.28      | 1.4E-02          | 0.77                                | 0.28      | 8.1E-02          | D-arabinono-1,4-lactone oxidase                       | Catalytic activity (GO:0003824)      |                                                    |
| Bradi4g08830                       | 1.05                                | 0.27      | 8.9E-03          | 0.87                                | 0.27      | 4.4E-02          | Aldolase-type triose phosphate isomerase (TIM) barrel | Metabolic process (GO:0008152)       | L-tryptophan biosynthesis (TRPSYN-PWY)             |
| Bradi3g06330                       | 1.05                                | 0.26      | 6.5E-03          | 1.14                                | 0.26      | 4.1E-03          | cytochrome P450                                       | Oxidoreductase activity (GO:0016705) |                                                    |
| Bradi1g59570                       | 1.05                                | 0.28      | 1.2E-02          | -0.57                               | 0.28      | 1.8E-01          | gibberellin 2-oxidase                                 | Oxidoreductase activity (GO:0016491) |                                                    |
| Bradi4g43380                       | 1.06                                | 0.22      | 4.1E-04          | 0.55                                | 0.21      | 1.0E-01          | cytochrome P450                                       | Oxidoreductase activity (GO:0016705) | jasmonoyl-L-isoleucine inactivation (PWY-7859)     |
| Bradi1g06730                       | 1.12                                | 0.27      | 5.1E-03          | 0.81                                | 0.27      | 6.1E-02          | cytochrome P450                                       | Oxidoreductase activity (GO:0016705) |                                                    |
| Bradi2g44150                       | 1.14                                | 0.24      | 7.0E-04          | 0.68                                | 0.24      | 7.2E-02          | cytochrome P450                                       | Oxidoreductase activity (GO:0016705) |                                                    |
| Bradi2g44160                       | 1.28                                | 0.27      | 6.8E-04          | 0.89                                | 0.27      | 4.0E-02          | cytochrome P450                                       | Oxidoreductase activity (GO:0016705) |                                                    |
| Bradi1g64120                       | 1.32                                | 0.24      | 2.9E-05          | -0.10                               | 0.23      | 8.2E-01          | galactinol synthase                                   |                                      | stachyose biosynthesis (PWY-5337)                  |
| <b>Stress and Defense</b>          |                                     |           |                  |                                     |           |                  |                                                       |                                      |                                                    |
| Bradi1g57280                       | -1.26                               | 0.28      | 2.1E-03          | -1.24                               | 0.28      | 4.4E-03          | Plant thionin                                         | Defense response (GO:0006952)        |                                                    |
| Bradi1g57285                       | -1.17                               | 0.25      | 7.1E-04          | -1.17                               | 0.24      | 1.5E-03          | Plant thionin                                         | Defense response (GO:0006952)        |                                                    |

|                   |              |             |                |              |             |                |                                                                 |                                           |
|-------------------|--------------|-------------|----------------|--------------|-------------|----------------|-----------------------------------------------------------------|-------------------------------------------|
| Bradi4g14920      | <b>0.85</b>  | <b>0.27</b> | <b>3.9E-02</b> | <b>1.01</b>  | <b>0.27</b> | <b>1.8E-02</b> | Chitinase                                                       | Defense response (GO:0042742)             |
| Bradi5g27170      | <b>-1.36</b> | <b>0.27</b> | <b>2.6E-04</b> | -0.82        | 0.26        | 5.1E-02        | Peroxidase                                                      | Response to oxidative stress (GO:0006979) |
| Bradi2g20850      | <b>-1.35</b> | <b>0.27</b> | <b>2.8E-04</b> | <b>-1.05</b> | <b>0.27</b> | <b>1.2E-02</b> | Peroxidase                                                      | Response to oxidative stress (GO:0006979) |
| Bradi1g38310      | <b>-1.12</b> | <b>0.28</b> | <b>6.1E-03</b> | -0.80        | 0.27        | 6.6E-02        | Peroxidase                                                      | Response to oxidative stress (GO:0006979) |
| Bradi4g24650      | -0.57        | 0.23        | 1.2E-01        | <b>-1.06</b> | <b>0.23</b> | <b>2.2E-03</b> | Abscisic acid or water deficit stress (ABA/WDS) induced protein | Response to stress (GO:0006950)           |
| Bradi2g37060      | 0.21         | 0.26        | 6.7E-01        | <b>1.32</b>  | <b>0.26</b> | <b>6.6E-04</b> | Peroxidase                                                      | Response to oxidative stress (GO:0006979) |
| Bradi3g55850      | <b>1.18</b>  | <b>0.27</b> | <b>2.8E-03</b> | 0.42         | 0.27        | 3.1E-01        | Peroxidase                                                      | Response to oxidative stress (GO:0006979) |
| Bradi4g25660      | <b>1.20</b>  | <b>0.28</b> | <b>4.5E-03</b> | 0.60         | 0.28        | 1.7E-01        | Peroxidase                                                      | Response to oxidative stress (GO:0006979) |
| <b>Transport</b>  |              |             |                |              |             |                |                                                                 |                                           |
| Bradi5g14400      | 0.57         | 0.20        | 6.7E-02        | <b>1.00</b>  | <b>0.20</b> | <b>6.8E-04</b> | Oligopeptide transport related                                  | Transport (GO:0006810)                    |
| Bradi5g14410      | 0.65         | 0.25        | 9.7E-02        | <b>1.03</b>  | <b>0.25</b> | <b>7.8E-03</b> | Oligopeptide transmembrane transporter                          | Transport (GO:0006810)                    |
| Bradi3g35390      | <b>1.01</b>  | <b>0.28</b> | <b>1.9E-02</b> | 0.57         | 0.28        | 2.0E-01        | Adenylpyrophosphatase (ATPase) activity                         | Transport (GO:0006810)                    |
| <b>Regulation</b> |              |             |                |              |             |                |                                                                 |                                           |
| Bradi1g56841      | 0.45         | 0.25        | 2.6E-01        | <b>1.11</b>  | <b>0.24</b> | <b>2.3E-03</b> | FAR1 DNA-binding domain containing protein                      | Regulation of transcription (GO:0006355)  |
| Bradi1g58057      | <b>1.00</b>  | <b>0.24</b> | <b>5.4E-03</b> | <b>1.04</b>  | <b>0.24</b> | <b>4.7E-03</b> | NAC domain containing protein                                   | Regulation of transcription (GO:0006355)  |
| Bradi3g22040      | <b>1.07</b>  | <b>0.23</b> | <b>1.0E-03</b> | 0.17         | 0.23        | 6.6E-01        | Basic leucine zipper (bZIP) transcription factor                | Regulation of transcription (GO:0006355)  |
| Bradi2g40582      | <b>1.28</b>  | <b>0.25</b> | <b>2.8E-04</b> | 0.20         | 0.25        | 6.5E-01        | bZIP transcription factor                                       | Regulation of transcription (GO:0006355)  |
| Bradi3g07540      | <b>1.74</b>  | <b>0.27</b> | <b>3.4E-07</b> | -0.27        | 0.26        | 5.3E-01        | bZIP transcription factor                                       | Regulation of transcription (GO:0006355)  |

\*+SBW25/-SBW25 ± standard error

~GO terms obtained from PhytoMine (<https://phytozome.jgi.doe.gov/phytomine>)

# Pathways obtained from PlantCyc (<https://pmn.plantcyc.org>)

# Supplementary material for: Metabolic Interactions between Brachypodium and Pseudomonas fluorescens under Controlled Iron-Limited Conditions
**Source:** mSystems. 2021 Jan 5;6(1):e00580-20. doi: 10.1128/mSystems.00580-20
**Supplement:** TABLE S2

Table S2: Transcriptional response of *P. fluorescens* SBW25 to Fe deprivation: genes with predicted pyoverdine biosynthesis functions.\*

| Gene ID           | Gene* | Log2 Fold Change** | Std Error | Adjusted P-value | Description                                        |
|-------------------|-------|--------------------|-----------|------------------|----------------------------------------------------|
| gene-PFLU_RS10025 |       | 0.01               | 0.30      | 1.00             | metal ABC transporter substrate-binding protein    |
| gene-PFLU_RS10030 |       | -0.39              | 0.32      |                  | metal ABC transporter permease                     |
| gene-PFLU_RS10035 |       | 0.01               | 0.33      | 1.00             | metal ABC transporter ATP-binding protein          |
| gene-PFLU_RS10040 |       | 0.10               | 0.33      | 0.98             | ABC transporter substrate-binding protein          |
| gene-PFLU_RS10045 |       | -0.37              | 0.32      | 0.89             | hypothetical protein                               |
| gene-PFLU_RS10050 |       | 0.37               | 0.29      |                  | hypothetical protein                               |
| gene-PFLU_RS10055 |       | -0.19              | 0.33      |                  | hypothetical protein                               |
| gene-PFLU_RS10060 |       | -0.19              | 0.29      | 0.95             | PepSY domain-containing protein                    |
| gene-PFLU_RS12435 | pvdI  | -0.14              | 0.24      | 0.95             | non-ribosomal peptide synthetase                   |
| gene-PFLU_RS12440 |       | 0.06               | 0.18      | 0.98             | non-ribosomal peptide synthetase                   |
| gene-PFLU_RS12445 | fpvA  | -0.19              | 0.23      | 0.94             | TonB-dependent siderophore receptor                |
| gene-PFLU_RS12450 | pvdE  | -0.20              | 0.31      | 0.95             | cyclic peptide export ABC transporter              |
| gene-PFLU_RS12455 | pvdF  | -0.24              | 0.31      | 0.94             | N(5)-hydroxyornithine transformylase PvdF          |
| gene-PFLU_RS12460 | pvdO  | -0.47              | 0.33      | 0.87             | formylglycine-generating enzyme family protein     |
| gene-PFLU_RS12465 | pvdN  | 0.20               | 0.31      | 0.95             | aminotransferase class V-fold PLP-dependent enzyme |
| gene-PFLU_RS12470 | pvdM  | -0.24              | 0.29      | 0.94             | membrane dipeptidase                               |
| gene-PFLU_RS12475 | pvdP  | 0.40               | 0.26      | 0.85             | hypothetical protein                               |
| gene-PFLU_RS12480 |       | 0.21               | 0.21      | 0.92             | non-ribosomal peptide synthetase                   |
| gene-PFLU_RS12485 |       | 0.21               | 0.22      | 0.93             | non-ribosomal peptide synthetase                   |
| gene-PFLU_RS13190 | fpvR  | -0.37              | 0.24      | 0.85             | FecR family protein                                |
| gene-PFLU_RS16355 | pvdQ  | -0.27              | 0.28      | 0.93             | acylase                                            |
| gene-PFLU_RS19415 | pvdA  | -0.29              | 0.31      | 0.93             | L-ornithine 5-monooxygenase                        |
| gene-PFLU_RS19420 | fpvI  | -0.22              | 0.33      | 0.95             | RNA polymerase sigma factor                        |
| gene-PFLU_RS19425 |       | -0.45              | 0.28      | 0.83             | efflux RND transporter periplasmic adaptor subunit |
| gene-PFLU_RS19430 |       | -0.36              | 0.26      | 0.87             | MacB family efflux pump subunit                    |
| gene-PFLU_RS19435 | opmQ  | 0.14               | 0.32      | 0.97             | RND transporter                                    |
| gene-PFLU_RS21465 |       | -0.55              | 0.33      | 0.81             | MbtH family protein                                |
| gene-PFLU_RS21470 | pvdH  | -0.03              | 0.32      | 0.99             | diaminobutyrate--2-oxoglutarate transaminase       |
| gene-PFLU_RS21515 | pvdL  | -0.10              | 0.24      | 0.97             | non-ribosomal peptide synthetase                   |
| gene-PFLU_RS21520 | pvdG  | 0.22               | 0.33      | 0.95             | thioesterase                                       |
| gene-PFLU_RS21525 | pvdS  | 0.15               | 0.31      | 0.97             | RNA polymerase factor sigma-70                     |

\*Predicted genes as described by Moon et al., 2008. ; Moon, C.D., Zhang, X.X., Matthijs, S., Schäfer, M., Budzikiewicz, H., Rainey, P.B., 2008. 

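Table S2 gives the response to Fe of SBW25 cells from the nutrient solution for each gene of the pyoverdine pathway, with the fold change on the log2 scale, its standard error and the adjusted p-value. The adjusted p-value is empty for PFLU_RS10030, PFLU_RS10050 and PFLU_RS10055, as DESeq2 leaves it for a gene whose mean count is under the limit of its independent filter. In the deposited counts these were the genes of the table with the fewest reads, with 2.90, 1.30 and 3.80 counts per library on average. At such counts a change of 1 read moves the estimate strongly. The genes PFLU_RS12435 (pvdI) and PFLU_RS21515 (pvdL) encode peptide synthetases and had 73.6 and 249.5 counts on average.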

Genomic, genetic and structural analysis of pyoverdine-mediated iron acquisition in the plant growth-promoting bacterium *Pseudomonas fluorescens* SBW25. BMC Microbiol. 8, 1–13.

\*\*-Fe/+Fe treatments

How the deposited data were processed for this re-analysis (not part of the article)

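Read counts were analysed for 20 libraries from Brachypodium distachyon roots and 10 libraries from SBW25 cells. The roots belonged to 4 groups, sterile or inoculated with SBW25 and grown under +Fe or −Fe conditions, and the cells were collected from the nutrient solution of the inoculated plants under the same Fe conditions. Each group had 5 replicates, numbered 1 to 5. A root replicate pooled 2 plants from 1 container. Group and replicate number of each library were taken from its deposited label. The same numbers recur in every group, although the groups were grown in different containers, so the numbers were treated as a pairing only in an alternative setting.

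The authors made the root libraries with a TruSeq kit, sequenced them on the Illumina platform, aligned the reads with Bowtie2 to the Bd21 reference genome and counted them on genes with htseq-count. For SBW25 cells, the authors amplified cDNA with a SMARTer kit, sequenced it on the Ion Proton system, aligned the reads with TMAP to the SBW25 genome and counted them with the same program. In both cases the authors deposited raw counts per gene, whole numbers without normalization, together with the counter's tallies of reads that were not assigned to a gene. The replicates were not pooled further. The paper's text names DESeq2 for the differential expression and does not name its version, the strand setting of the counting or a shrinkage of fold changes. Reads under the counter's minimum alignment quality were already left out of the deposited counts, and this step was not repeated.

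From these counts, normalization factors were computed with edgeR's TMM method, and counts per library are given as CPM, scaled to the library size after normalization. Genes with low counts were left out with edgeR's filterByExpr at its default minimum count of 10, which left 18673 root genes and 3903 SBW25 genes. Each was tested two-sided with edgeR's quasi-likelihood test, in 1 model of the 4 root groups and 1 model of the 2 groups of SBW25 cells, without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The comparisons were SBW25-inoculated against sterile roots under +Fe and under −Fe conditions, the difference between these responses as an interaction, −Fe against +Fe in sterile and in inoculated roots, and −Fe against +Fe in SBW25 cells. The 6 genes of Fig. 4 and the pyoverdine genes of Table S2 were also tested as sets, with the two-sided rotation test fry of limma and with an exact two-sided permutation test of the mean log2 CPM between 5 and 5 libraries, with 0.5 added to each CPM. Single genes were tested in the same exact way. With 5 libraries against 5 the smallest p it allows is 0.00794.

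The genes printed by name follow a rule fixed in the design. They are the genes that the paper names in its Results text, in Table 1, in Table 2 or in Fig. 4, with those of Table 1 partly given as counts and ranges. Of the pyoverdine genes they are pvdS, fpvA, the gene with the highest mean count and the gene with the smallest p. For each comparison of whole transcriptomes they include the 2 genes with the smallest adjusted p in each direction, among those past the threshold whose 2 groups did not overlap in normalized counts. Other genes are given as counts and ranges. The table of RefSeq gene names at hand matched 0 of the 34310 root identifiers and 0 of the 6042 SBW25 identifiers, so gene names and annotations are those of the paper and its supplementary tables.

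Root libraries had 1351197 to 3914451 counts on genes and SBW25 libraries 186817 to 313577. A gene was taken as detectable in a library from 3 counts, which is 7.66e-05% to 0.000222% of the counts of a root library and 0.000957% to 0.00161% of those of an SBW25 library. These floors cover counting error only, since PCR copies of a molecule are not independent. On simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed 4-fold, edgeR's quasi-likelihood test called 90.5% of the changed genes among 18435 root genes and 85.5% among 3712 SBW25 genes. Each gene was drawn independently, so no library differed from its group across many genes at once. Changes under 4-fold were not tried. These shares therefore do not give the power of the test on the real libraries.

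The comparisons were recomputed with DESeq2's Wald test, with DESeq2's shrunken fold changes, with limma-voom and sample quality weights, with edgeR's robust quasi-likelihood fit, with DESeq2's size factors in place of the TMM factors, with no filter on low counts, with at least 10 counts in every library, with the replicate number as a block, with 1 surrogate variable from svaseq, without the 20 genes of highest mean count, with only the 2 groups compared, and with each replicate left out in turn. The model of only the 2 groups compared was not run for the interaction or for SBW25 cells. DESeq2's independent filter was run at its default of 0.1. Added later were the share of reads counted on genes as a covariate and edgeR's quasi-likelihood fit with adjusted deviances. The number of genes past the threshold was also counted for other splits of the same libraries. For 2 groups these were the 16 splits that part all 5 same-numbered pairs, and 83 drawn at random from those that keep at least 1 pair together. For the interaction, 100 assignments were used, the real one and others that exchanged the Fe labels of same-numbered libraries.

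The computations used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and the plots Python 3.11.15 with matplotlib 3.10.9. All 30 deposited libraries were used. The sequencing reads, the mass spectrometry data and the plant measurements of the paper were not used here, and the GO terms and predicted pathways of the paper were not recomputed.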

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

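The tests on other splits of the libraries were chosen before their results were seen, and the other tests in this part only after the result they weigh was seen.

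In each group of 5 libraries, the distance of the highest or lowest library to its nearest neighbour was compared with the whole range of the group. It exceeded Dixon's critical value of 0.71 in 5 of 52 groups, where 2.6, or 1 in 20, would be expected for normally distributed values. The distances were taken on CPM and percentages, not on the log scale. CPM are skewed, so a high library stands out more than on the log scale, and 2.6 is not a firm baseline. In 3 of the 5 cases the library was replicate 1 of the sterile +Fe roots, so these 3 are not independent. It had 341 CPM of Bradi3g10520 against 2.37 to 64.0 CPM in the other 4 (share of the range 0.818), 1799 against 109.9 to 439.8 CPM of Bradi4g43610 (0.805) and 119.6 against 42.2 to 62.7 CPM of Bradi5g17210 (0.735). The comparison of inoculated with sterile roots under +Fe conditions depended on this library. Without it, edgeR's quasi-likelihood test gave 3308 genes in place of 257, and when it exchanged labels with replicate 1 of the inoculated +Fe roots the number was 3379. An inoculated library in its place was weighed by the reads that did not align. They were 0.509% of its reads and 0.916% to 1.60% in the inoculated +Fe libraries, which goes against such an exchange. On the first principal component of the root libraries it lay at 31.0, among the inoculated +Fe libraries (5.15 to 60.0) and away from the other sterile +Fe libraries (-63.4 to -12.9), but the component comes from the same expression values and is not separate evidence of an exchange. Its TMM factor was 1.08 times the mean of the other 4, too close to 1 to account for the difference. Over genes outside Fig. 4, its distance to the mean of the sterile −Fe libraries minus that to the other sterile +Fe libraries was -0.0797 on the log2 scale, so it lay nearer to the −Fe libraries. Replicates 3 and 5 of the sterile +Fe roots did so too, so this distance cannot tell whether a sterile −Fe library was in its place. The design records no difference between this container and the other 4, so no biological explanation was tested.

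In the 2 remaining cases, replicate 4 of the −Fe SBW25 cells had 79.2 CPM of PFLU_RS13625 against 26.4 to 36.3 CPM in the other 4 (share of the range 0.813), and in replicate 1 of the inoculated −Fe roots 2.97% of the reads did not align against 0.922% to 1.27% in the other 4 (0.829). No explanation, technical or biological, was tested for either. Replicate 5 of the −Fe SBW25 cells lay apart on the first principal component of the SBW25 libraries, at 45.0. The other SBW25 libraries lay between -13.9 and 0.0421. That replicate was also the lowest of the −Fe libraries for PFLU_RS24305, and no explanation was tested for it.

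The response of roots to SBW25 differed between −Fe and +Fe conditions in 6 genes by edgeR's test of the interaction, 1 with a higher and 5 with a lower response under −Fe conditions. At an unadjusted p under 0.05 there were 840 genes, where chance gives 934. Bradi3g07980 had an interaction of 2.01 (standard error 0.30, edgeR adjusted p = 0.00893), with 167 ± 38.0 CPM (SD, n = 5 for each group) in sterile and 63.2 ± 13.6 CPM in inoculated +Fe roots against 107 ± 36.4 and 163 ± 17.9 CPM under −Fe conditions. Bradi2g60898 had one of -2.19 (standard error 0.30, edgeR adjusted p = 0.00719) and Bradi3g07540, which Table 1 lists, one of -2.99 (standard error 0.53, edgeR adjusted p = 0.0407). For Bradi1g55560 (edgeR adjusted p = 0.0288) the counts per library were 0 to 1 in sterile and 3 to 19 in inoculated +Fe roots, and 0 to 20 in sterile and 0 to 3 in inoculated −Fe roots, so its size is not given. Of the 100 assignments of the Fe labels, 1, the real one, gave as many genes, and the others at most 2. With the share of reads counted on genes as a covariate 3 genes passed, and over the other alternatives and left-out libraries from 2 to 31. The Fe supply may therefore change the response of these genes to SBW25, as a hypothesis found and tested on the same libraries. GC content, gene length and reads shared between gene copies were not tested.

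The paper's text does not report the effect of Fe on the root transcriptome within the sterile or within the inoculated plants, although Data Set S1 has sheets for both. In sterile roots 1 gene passed the threshold of edgeR's test, Bradi2g60898, which rose from 62.8 ± 15.6 to 169 ± 40.2 CPM (SD, n = 5 for each group) under −Fe conditions, a log2 fold change of 1.43 (standard error 0.22, edgeR adjusted p = 0.0295), with all −Fe libraries above all +Fe libraries. In inoculated roots 1 gene passed, Bradi3g07980, which rose from 63.2 ± 13.6 to 163 ± 17.9 CPM, a log2 fold change of 1.37 (standard error 0.21, edgeR adjusted p = 0.0367), again without overlap. At an unadjusted p under 0.05 there were 1202 genes in sterile and 1164 in inoculated roots. In each comparison 1 of the 16 splits that part all same-numbered pairs, the real one, gave as many genes, a share that cannot go under 0.05 with so few splits. Of the 83 splits that keep a pair together, 3 did so in sterile and 4 in inoculated roots, with up to 14 and 155 genes. At an unadjusted p under 0.05 the real split did not stand out. Others of the 16 gave up to 1890 genes in sterile and 1996 in inoculated roots. A split of the inoculated libraries by the share of reads counted on genes gave 1 gene, as many as the split by Fe, although the share hardly differed between −Fe and +Fe there (difference -2.68 percentage points, exact two-sided permutation test, p = 0.73, n = 5 against 5). With the share as a covariate, 0 genes passed in sterile roots (1428 at an unadjusted p under 0.05) and 0 in inoculated roots (1374). In inoculated roots the deviations of same-numbered libraries had a correlation of 0.146 across genes, and with the replicate number as a block 28 genes passed there.

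The phytosiderophore genes of Fig. 4 were higher in −Fe than in +Fe sterile roots, with a mean log2 fold change of 1.27 and 5 of 6 genes higher (two-sided rotation test, p = 0.00465, n = 20 libraries; exact two-sided permutation test, p = 0.0238). With the share of reads counted on genes as a covariate the rotation test gave p = 0.0082 (n = 20 libraries). Without the 20 genes of highest mean count, which leaves 4 genes of the set, it gave p = 0.00631 (n = 20 libraries), but this also removes 2 members of the set, and the share of counts on those 20 genes differed by 0.165 percentage points between the groups (exact two-sided permutation test, p = 0.381, n = 5 against 5), so it says little about a few genes taking most of the counts. The share of reads counted does not account for the difference. In inoculated roots the mean was 0.36, with 4 of 6 genes higher (two-sided rotation test, p = 0.52, n = 20 libraries; exact two-sided permutation test, p = 0.127), and 0.41 with the replicate number as a block (rotation test, p = 0.575, n = 20 libraries). The difference between inoculated and sterile roots in this Fe effect was -0.91 (rotation test, p = 0.0696, n = 20 libraries), so the 2 were not shown to differ. With at least 10 counts in every library the mean of the 4 genes left was 0.45 in sterile roots (rotation test, p = 0.0471, n = 20 libraries). Leaving out replicate 1 of the sterile +Fe roots gave the highest mean, 1.91. GC content, gene length and reads shared between gene copies were not tested, so a rise of these genes in response to the omission of Fe remains a hypothesis.

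The share of reads that did not align to the plant genome was higher in inoculated than in sterile roots, by 0.579 percentage points under +Fe and 0.802 under −Fe conditions. It lay between 0.509% and 0.762% in the 10 sterile libraries and between 0.916% and 2.97% in the 10 inoculated ones (exact two-sided permutation test, p = 0.00794 under either Fe condition, the smallest it allows). The −Fe difference was raised by replicate 1 of the inoculated −Fe roots, at 2.97%. The other replicates of that group lay between 0.922% and 1.27%. The medians of inoculated and sterile roots were 1.15% and 0.660% under −Fe and 0.986% and 0.588% under +Fe conditions. The paper does not report this share. Lower quality of the inoculated libraries was weighed by the share of reads under the minimum alignment quality, which was not higher in them, with exact permutation p = 0.238 under +Fe and 0.937 under −Fe conditions. Reads from SBW25 cells on the roots are a candidate explanation that could not be told apart from others, since the reads themselves were not used here.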

How the results depend on the processing

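The alternative settings were set before the data were examined, apart from the share of reads counted on genes as a covariate and the quasi-likelihood fit with adjusted deviances, which were chosen after seeing the data. The method of edgeR before version 4 was set as well, but it is the default of the installed edgeR and therefore the setting reported throughout, so it was not run separately. The cause of the changes listed here was not tested unless stated.

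The numbers of genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test were 257 and 44 for inoculation under +Fe and −Fe conditions, 6 for the interaction, and 1 each for Fe in sterile and in inoculated roots. In the same order, DESeq2's Wald test gave 795, 477, 31, 15 and 48 genes and DESeq2 with shrunken fold changes 800, 475, 28, 14 and 46. Of the 257 and 44 genes of edgeR, 253 and 43 were also among those of DESeq2 with shrunken fold changes. With limma-voom and sample quality weights the numbers were 2705, 2590, 8, 3 and 62. The share of higher genes under +Fe conditions was 65.0% with edgeR, 48.8% with DESeq2's Wald test, 50.2% with shrunken fold changes and 44.2% with limma-voom. With 1 surrogate variable the numbers were 7, 2, 16, 2 and 31, and 6 of the 257 genes remained. With the share of reads counted as a covariate they were 67, 496, 3, 0 and 0, with 1428 and 1374 genes at an unadjusted p under 0.05 in the last 2 comparisons, and 66 of the 257 and 44 of the 44 genes remained. With only the 2 groups compared in the model, 29 and 342 genes passed for inoculation, and 0 for Fe in sterile roots (983 at an unadjusted p under 0.05).

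Adjusted deviances gave 71 genes for inoculation under −Fe conditions and 2 for Fe in inoculated roots, no filter on low counts gave 68 for inoculation under −Fe conditions, and at least 10 counts in every library gave 3 for the interaction and 0 for SBW25 cells (169 at an unadjusted p under 0.05), where only 1 of the 3 genes, PFLU_RS24305, could then be tested. In SBW25 cells the other alternatives gave 3 or 4 genes. The fourth gene was PFLU_RS13625 under both forms of DESeq2 and without the filter, PFLU_RS17150 with the replicate number as a block and PFLU_RS26345 with 1 surrogate variable, the last 2 named after their values were seen. Under the robust fit, DESeq2's size factors and the removal of the 20 genes of highest mean count, each of these 6 numbers stayed within 1.5 times that of the reported setting. DESeq2's size factors moved the median log2 fold change of all genes by less than 0.1.

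The replicate number as a block gave 425 and 152 genes for inoculation under +Fe and −Fe conditions, 13 for the interaction, 0 for Fe in sterile roots (1272 at an unadjusted p under 0.05) and 28 for Fe in inoculated roots, and 4 for SBW25 cells. The mean log2 fold change of the Fig. 4 genes with the block was 1.46 under +Fe and 0.50 under −Fe conditions. Deviations from the group means of same-numbered libraries, which came from different containers, had a correlation of 0.0109 across genes between sterile and inoculated roots under +Fe conditions, -0.00786 under −Fe conditions, 0.0116 and 0.146 between −Fe and +Fe in sterile and in inoculated roots, and 0.0573 in SBW25 cells.

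With 1 library left out at a time, the numbers of genes ranged from 26 to 3308 and from 4 to 850 for inoculation under +Fe and −Fe conditions, from 2 to 13 for the interaction, from 0 to 10 and from 0 to 53 for Fe in sterile and in inoculated roots, and from 0 to 4 in SBW25 cells. The mean of the Fig. 4 genes ranged from 1.21 to 2.05 under +Fe conditions (rotation test p up to 0.0012), from 0.33 to 0.74 under −Fe conditions (p from 0.0398 to 0.266), from 1.02 to 1.91 for Fe in sterile roots (p up to 0.014) and from 0.19 to 0.55 for Fe in inoculated roots. That of the pyoverdine genes ranged from -0.0055 to 0.17 and so changed sign.

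Under the other alternatives run for the gene sets the mean of the Fig. 4 genes kept its direction in each of the 4 comparisons. It kept its side of 0.05 too, except under −Fe conditions with at least 10 counts in every library, where the mean of the 4 genes left was 0.46 (rotation test, p = 0.0478, n = 20 libraries) while the alternatives ranged in p from 0.0478 to 0.154. The mean of the pyoverdine genes stayed between 0.028 and 0.14, with rotation test p from 0.417 to 0.973 over n = 10 libraries. DESeq2, limma-voom, the robust fit and the surrogate variable were not run for the sets.

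Of 114 log2 fold changes of named genes, 43 were past the threshold. Of the 114, 85 changed side or sign under at least 1 left-out library or 1 alternative set before the data were examined. With 1 surrogate variable, which may take up part of the SBW25 contrast, 9 took the other sign. For inoculation under +Fe conditions these were Bradi5g00650 (-0.025) and Bradi1g56841 (-0.073). Under −Fe conditions they were Bradi2g12160 (0.12), Bradi3g10520 (-0.024), Bradi3g11430 (-0.22), Bradi1g00950 (0.011), Bradi1g22340 (-0.51), Bradi3g22040 (-0.19) and Bradi2g40582 (-0.10). With limma-voom Bradi1g64120 under −Fe conditions took the other sign (0.031). With 1 library left out at a time the range included 0 for inoculation under −Fe conditions in Bradi1g22340 (-0.046 to 0.39), Bradi1g64120 (-0.26 to 0.059), Bradi2g12160 (-0.24 to 0.0057) and Bradi3g07540 (-0.52 to 0.089), and for Fe in inoculated roots in Bradi2g12160 (-0.20 to 0.046) and Bradi4g43610 (-0.010 to 0.20). The rest of the changes were of the side of the threshold. The numbers that newly passed it and that no longer did were 22 and 0 with DESeq2's Wald test, 21 and 1 with shrunken fold changes, 30 and 2 with limma-voom, 1 and 1 with the robust fit, 7 and 0 with adjusted deviances, 1 and 0 with DESeq2's size factors and 5 and 0 without a filter. They were 2 and 1 with at least 10 counts in every library, 7 and 2 with the block, 0 and 29 with 1 surrogate variable, 3 and 0 without the 20 genes of highest mean count, 8 and 18 with the share of reads counted as a covariate and 8 and 20 with only the 2 groups compared.

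Root libraries had at least 1351197 counts on genes and SBW25 libraries at most 313577. Of the pyoverdine genes 17 of 31 could be tested and 12 had at least 10 counts in every library, and PFLU_RS13625 was at or under 2 counts in every +Fe library, so its rise is a lower bound.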

Differences from the paper's values

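Values named as the paper's are from its text, tables or figures, and its errors are standard errors. A log2 fold change is listed when its sign differs or when the gap to the paper's value is larger than both standard errors, and a count when one is more than 1.5 times the other.

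The paper reports 852 differentially expressed root genes between inoculated and sterile plants under +Fe and 526 under −Fe conditions, against 257 and 44 with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2's Wald test (795 and 477) and DESeq2 with shrunken fold changes (800 and 475) gave numbers within 1.5 times the paper's. The others did not under either condition. With the share of reads counted on genes as a covariate, an alternative chosen after seeing the values, the number under −Fe conditions was 496, within 1.5 times the paper's, and that under +Fe conditions 67. The paper's methods name DESeq2 and do not name shrinkage.

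The log2 fold changes of inoculated over sterile roots in Table 1 differed for 24 genes under +Fe and 18 under −Fe conditions, all with the same sign and a larger size than the paper's, which is given second. For the biosynthesis and metabolism genes under +Fe conditions, the values were -1.88 against the paper's -1.12 for Bradi2g11870, -1.45 against -1.06 for Bradi1g00950, 1.62 against 1.01 for Bradi2g49067, 1.70 against 1.01 for Bradi1g22340, 1.91 against 1.04 for Bradi4g43610, 1.86 against 1.05 for Bradi3g18160 and 1.50 against 1.05 for Bradi4g08830. For others of the biosynthesis and metabolism genes under +Fe conditions, the values were 1.48 against the paper's 1.05 for Bradi3g06330, 1.72 against 1.05 for Bradi1g59570, 1.69 against 1.12 for Bradi1g06730, 1.47 against 1.14 for Bradi2g44150, 1.90 against 1.28 for Bradi2g44160 and 1.68 against 1.32 for Bradi1g64120. For the stress and defense genes under +Fe conditions, the values were -2.93 against the paper's -1.26 for Bradi1g57280, -1.57 against -1.17 for Bradi1g57285, 1.26 against 0.85 for Bradi4g14920 and -2.03 against -1.36 for Bradi5g27170. For others of the stress and defense genes under +Fe conditions, the values were -2.03 against the paper's -1.35 for Bradi2g20850, -1.81 against -1.12 for Bradi1g38310, 1.71 against 1.18 for Bradi3g55850 and 2.45 against 1.20 for Bradi4g25660. For the transport genes under +Fe conditions, the value was 1.80 against the paper's 1.01 for Bradi3g35390. For the regulation genes under +Fe conditions, the values were 1.73 against the paper's 1.28 for Bradi2g40582 and 2.61 against 1.74 for Bradi3g07540. For the biosynthesis and metabolism genes under −Fe conditions, the values were -1.49 against the paper's -0.89 for Bradi2g11870, 1.19 against 0.72 for Bradi2g49067, 1.28 against 0.77 for Bradi3g18160, 1.30 against 0.87 for Bradi4g08830, 1.65 against 1.14 for Bradi3g06330, 1.24 against 0.81 for Bradi1g06730 and 1.33 against 0.89 for Bradi2g44160. For the stress and defense genes under −Fe conditions, the values were -2.89 against the paper's -1.24 for Bradi1g57280, -1.56 against -1.17 for Bradi1g57285, 1.56 against 1.01 for Bradi4g14920, -1.53 against -1.05 for Bradi2g20850, -1.26 against -0.80 for Bradi1g38310, 1.93 against 1.32 for Bradi2g37060 and 1.43 against 0.60 for Bradi4g25660. For the transport genes under −Fe conditions, the values were 1.40 against the paper's 1.03 for Bradi5g14410 and 1.06 against 0.57 for Bradi3g35390. For the regulation genes under −Fe conditions, the values were 1.46 against the paper's 1.11 for Bradi1g56841 and 1.39 against 1.04 for Bradi1g58057. In Fig. 4 the value under +Fe conditions was 2.82 against the paper's, about 0.77 in Fig. 4, read by eye, for Bradi3g10520, and 2.03 against about 0.46 in Fig. 4, read by eye, for Bradi3g11430.

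With DESeq2's shrunken fold changes, all 26 of these values under +Fe conditions, those of Fig. 4 included, and all 18 under −Fe conditions came within the error. With 1 surrogate variable 18 and 10 did, with the replicate number as a block 4 and 3, with limma-voom 1 and 3, with DESeq2's Wald test 1 and 1, and with the robust fit 0 and 2. Among the fits that each left out one replicate, 49 of 260 values under +Fe and 58 of 180 under −Fe conditions did. None did with DESeq2's size factors, without a filter, without the 20 genes of highest mean count, where 25 and 18 could be tested, with at least 10 counts in every library, where 11 and 8 could, or with only the 2 groups compared, where 24 and 17 could. With the share of reads counted on genes as a covariate, chosen after seeing the values, 13 and 1 came within the error, and with adjusted deviances, also chosen then, none.

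Table 1 marks 29 genes as significant under +Fe and 14 under −Fe conditions, and 9 and 10 of them did not pass the threshold with edgeR's quasi-likelihood test. Of these, 9 and 10 passed it under DESeq2's Wald test, 9 and 10 under DESeq2 with shrunken fold changes, 8 and 10 under limma-voom, 2 and 4 with the replicate number as a block, 1 and 4 without a filter on low counts, and 1 and 2 without the 20 genes of highest mean count. DESeq2's size factors added 1 under +Fe conditions, and under −Fe conditions the robust fit added 1, the minimum of 10 counts 2 and the model of only the 2 groups 8. Other settings missed more of the genes marked under +Fe conditions than the reported setting did, namely 29 with 1 surrogate variable, 26 with only the 2 groups compared, 21 with the share of reads counted as a covariate and 18 with at least 10 counts in every library, which also leaves genes untested. Under −Fe conditions 1 surrogate variable missed 14. In at least 1 of the fits that left out one replicate 8 and 8 passed it. Of the settings chosen after seeing the values, adjusted deviances added 5 and 2, and the share of reads counted as a covariate added 8 under −Fe conditions.

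Fig. 4 marks Bradi4g43610 as significant under +Fe conditions and does not mark Bradi3g10520. With edgeR's quasi-likelihood test Bradi4g43610 had an adjusted p of 0.0504 and Bradi3g10520 one of 0.0492, on the other side of the threshold in each case. Bradi4g43610 passed it with DESeq2's Wald test (0.0108), DESeq2 with shrunken fold changes (0.0157), limma-voom (0.000603), edgeR without a filter (0.0487) and edgeR with the replicate number as a block (0.0355), and with adjusted deviances (0.0498), chosen after seeing the values. Over all alternatives in which it was tested, its adjusted p ranged from 0.000603 to 0.445. Bradi3g10520 was not past the threshold with DESeq2's shrunken fold changes (0.0719), the robust fit (0.0641), 1 surrogate variable (0.424), only the 2 groups compared (0.116) or the share of reads counted as a covariate (0.0718), and its adjusted p ranged from 0.00179 to 0.424.

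For SBW25 cells, the log2 fold changes of −Fe over +Fe conditions in Table 2 that differed were 2.08 for PFLU_RS26950 against the paper's 1.66, 2.18 for PFLU_RS02795 against the paper's 1.50 and 2.02 for PFLU_RS24305 against the paper's 1.45. With DESeq2's shrunken fold changes all 3 came within the error, and among the fits that each left out one replicate 4 of 30 values did. None did under the other alternatives set before the data were examined that could test them. Table 2 also lists PFLU_RS13625 as significant, which had too few counts for edgeR's filter, and it was called by DESeq2's Wald test, by DESeq2 with shrunken fold changes and by edgeR without a filter.

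The log2 fold changes of pyoverdine genes in Table S2 had the opposite sign in all 17 genes that edgeR tested. With DESeq2's shrunken fold changes the sign was opposite in 31 of 31 genes. After a change of sign the largest gap to the paper's values was 0.00648. Table S2 may therefore list +Fe over −Fe conditions, and the opposite signs listed here would then come from its direction. Of −Fe over +Fe, the values were -0.062 for PFLU_RS10025 against the paper's 0.01, 0.22 for PFLU_RS10060 against the paper's -0.19, 0.13 for PFLU_RS12435 against the paper's -0.14, -0.11 for PFLU_RS12440 against the paper's 0.06, 0.18 for PFLU_RS12445 against the paper's -0.19 and 0.25 for PFLU_RS12450 against the paper's -0.20. Further values were 0.32 for PFLU_RS12455 against the paper's -0.24, -0.36 for PFLU_RS12465 against the paper's 0.20, 0.29 for PFLU_RS12470 against the paper's -0.24, -0.55 for PFLU_RS12475 against the paper's 0.40, -0.28 for PFLU_RS12480 against the paper's 0.21 and -0.28 for PFLU_RS12485 against the paper's 0.21. Further values were 0.39 for PFLU_RS13190 against the paper's -0.37, 0.31 for PFLU_RS16355 against the paper's -0.27, 0.55 for PFLU_RS19425 against the paper's -0.45, 0.40 for PFLU_RS19430 against the paper's -0.36 and 0.092 for PFLU_RS21515 against the paper's -0.10. Within the error of the paper's value came 1 gene with 1 surrogate variable, 1 with limma-voom and 6 of 170 values in the fits that each left out one replicate. None did under the other alternatives set before the data were examined.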

Other observations

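The tests on other splits of the libraries were chosen before their results were seen, and the other tests in this part only afterwards.

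For inoculation under +Fe conditions, 2 of the 16 splits of the 10 libraries that part all same-numbered pairs gave at least as many genes past the threshold as the real one, which gave 257. The other one exchanged the libraries numbered 1 and gave 3379. Of 83 splits that keep at least 1 same-numbered pair together, 3 gave as many, with up to 3969. Under −Fe conditions 1 of 16 splits, the real one, gave 44 genes or more, and of 83 splits that keep pairs together none did, with up to 29. In SBW25 cells 1 of 16 splits, the real one, gave 3 genes or more, and 1 of 83 splits that keep pairs together did, with up to 6. At an unadjusted p under 0.05 another of the 16 gave 322 genes there, against 296 for the real one. With 16 splits the share that gives as many genes cannot go under 0.05.

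The share of reads counted on genes varied between libraries and was tested as an explanation of the numbers of genes. Under +Fe conditions, the 5 libraries with the highest against the 5 with the lowest share gave 1642 genes, more than inoculation. That split also puts replicate 1 of the sterile +Fe roots with the inoculated libraries of highest share, so it does not tell the share apart from the position of that library. As a covariate in the model the share left 67 genes for inoculation, so it may account for part of them but did not remove all. The same split under −Fe conditions gave 0 genes (1327 at an unadjusted p under 0.05), and with the share as a covariate 496 genes passed. Both go against the share as the source of the 44 genes there. In SBW25 cells the split by share gave 0 genes (188 at an unadjusted p under 0.05).

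The first principal component of the root libraries, as deviation from the group mean, had a Pearson correlation of 0.441 with the log2 share of reads counted (permutation p = 0.0675, n = 20 libraries) and a Spearman correlation of 0.414 (permutation p = 0.103, n = 20 libraries), both two-sided. This was the only relation computed in its family, so no adjustment was needed. Without the 2 libraries farthest from the median share the Pearson correlation was 0.517, and it was 0.662 within sterile and 0.289 within inoculated roots. Whether the component follows the share cannot be told from these libraries.

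With 1 surrogate variable in the model few genes passed the threshold for inoculation, 7 under +Fe and 2 under −Fe conditions. The presence of SBW25 explained 0.531 of the variance of this variable, so a candidate explanation is that the variable carries part of the contrast it is meant to be adjusted for.

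The log2 fold changes of −Fe over +Fe conditions computed with DESeq2's shrunken fold changes had the opposite sign to those of Table S2 in 31 of 31 genes, with a Pearson correlation of -0.9999 across genes, which are not independent replicates. After a change of sign the largest gap was 0.00648. Table S2 may therefore list +Fe over −Fe conditions. Data Set S2, whose title puts +Fe first, lists PFLU_RS02795 with a negative value, while Table 2 lists it with a positive one.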
